# Cross-tissue dual-omics analysis reveals molecular programs linked to myopia susceptibility and progression

**DOI:** 10.26508/lsa.202503595

**Published:** 2026-06-29

**Authors:** Liqin Jiang, Lijin Wang, Lei Zhou, Fangquan Wu, Johnny Kwok Kit Ma, Willie SS Yu, James HZ Koh, Audrey WL Chia, Seang-Mei Saw, Sujoy Ghosh, Veluchamy A Barathi

## Abstract

Myopia is a global cause of vision impairment, yet its molecular mechanisms remain unclear. We applied a multi-omics approach to the retina, choroid, and sclera of guinea pigs (GPs), a model of spontaneous myopia. Integrated transcriptomic and proteomic analyses suggest a two-state molecular framework. In a myopia-prone state, the choroid and sclera exhibited widespread transcript-protein discordance, with RNA and protein changes in remodeling pathways not aligned in direction, alongside metabolic down-regulation and suppressed immune transcription, a primed yet quiescent state preceding elongation. In a spontaneous myopic state, molecular regulation becomes more concordant, with RNA and protein changing in the same direction, indicating active remodeling, whereas ribosome/translation emerged as a consistent cross-tissue signal. Integration with human myopia GWAS loci, followed by validation of CYP26A1 expression in GP ocular tissues at both transcript and protein levels, highlighted post-transcriptional regulation in the sclera and underscored translational relevance. These findings provide a molecular framework for myopia development and nominate targets in neurogenesis, synaptic remodeling, and translational control for therapeutic intervention.

## Abstract (precis)

Jiang et al apply cross-tissue dual-omics to guinea pig spontaneous myopia, revealing a primed transcript-protein discordant susceptibility state and a concordant remodeling state during myopia. Human GWAS integration and CYP26A1 validation support translational relevance and highlight remodeling and translational control.

## Introduction

Global myopia prevalence is projected to increase from ∼23% in 2000 to nearly 50% by 2050 (Holden et al, 2016). Based on this model, subsequent analyses estimate that prevalence reached ∼34% in 2020 and is expected to approach 40% by 2030 (Nemeth et al, 2021; Pan et al, 2025a). Among affected individuals, ∼2.7% develop high myopia, which significantly increases the risk of irreversible vision loss from complications such as myopic choroidal neovascularization (Wong et al, 2014). The public health burden of high and pathological myopia continues to grow, with particularly rapid increases observed in East and Southeast Asian populations (Fricke et al, 2012). A recent large-scale epidemiological study in Chinese children suggests that although the overall incidence of myopia may be stabilizing, the incidence of high myopia is still increasing (Pan et al, 2025b). This trend underscores the urgent need to understand the biological mechanisms that drive progression toward pathological states.

Although the etiology of myopia remains incompletely understood, excessive axial elongation is widely attributed to the interplay of genetic and environmental factors (Morgan et al, 2012; Tedja et al, 2019). Visual signals generated by optical defocus are thought to originate in the retina and transmit through the retinal pigment epithelium (RPE) and choroid to the sclera, ultimately leading to structural remodeling (Brown et al, 2022; Erdinest et al, 2023). Most mechanistic knowledge comes from experimentally induced models (Schaeffel et al, 1988; Hung et al, 1995; Wildsoet & Wallman, 1995; Norton et al, 2006). Although spontaneous models of myopia are available (Jiang et al, 2011; Jiang et al, 2022), they remain underexplored despite their potential to better capture naturally occurring and pathophysiologically relevant signaling cascades.

Refractive regulation depends on coordinated interactions among the retina, choroid, and sclera throughout ocular growth (Wallman & Winawer, 2004), and recent reviews have highlighted the importance of this inter-tissue communication in myopia development (Summers et al, 2021; Brown et al, 2022). However, most molecular studies have examined ocular tissues in isolation and largely in experimentally induced models (Stone et al, 2011; Wen et al, 2021; Goto et al, 2022; Ji et al, 2023; Li et al, 2025), limiting our insights into whole-eye coordination and spontaneous myopia development. Although transcriptomic and proteomic methods have been increasingly applied in myopia research (Grochowski et al, 2020; Jiang et al, 2023; Jiang et al, 2024), integrated dual-omics analyses spanning retina, choroid, and sclera remain rare, particularly in spontaneous myopia models. This leaves an important gap in understanding how molecular communication across ocular tissues may relate to susceptibility and progression under more naturally occurring conditions.

To address this limitation, an integrated transcriptomic–proteomic strategy offers the opportunity to examine molecular regulation at complementary levels across multiple ocular tissues. Because gene regulation occurs across multiple levels, including transcription, RNA processing and stability, translational efficiency, and protein turnover, changes in mRNA abundance do not necessarily translate into corresponding protein-level changes (Liu et al, 2016). When tissues are collected at a single developmental time point, this layered view may provide indirect insight into regulatory states associated with ongoing ocular growth and remodeling. In this context, transcript-protein discordance may reflect regulatory processes beyond transcription alone, including post-transcriptional buffering (Perl et al, 2017) or delayed protein accumulation (Fournier et al, 2010; Gedeon & Bokes, 2012), whereas concordant regulation across both layers is more consistent with coordinated execution of biological programs (Lackner et al, 2012). Although time-resolved studies are required to distinguish these possibilities definitively, this framework provides a useful basis for interpreting molecular states associated with susceptibility versus those linked to more active tissue remodeling.

Here, we implemented an integrated multi-omics approach to profile transcriptomic and proteomic signatures across the retina, choroid, and sclera in albino hyperopic (AH), spontaneously albino myopic (AM), and pigmented hyperopic (PH) guinea pigs (GP). Comparison of AH and PH animals, which share a hyperopic state but differ in pigmentation background and susceptibility, was used to identify molecular features associated with myopia predisposition. Comparison of AM and AH littermates was used to identify pathways associated with spontaneous myopia progression. By integrating transcriptomic and proteomic datasets, applying pathway enrichment analyses, and examining patterns of concordance and discordance across ocular tissues from the same eye, this dual-comparison design captures both susceptibility-related and myopia-associated states within the same species. Building on evidence for population-specific differences in myopia prevalence and progression (Hagen et al, 2018; Luong et al, 2020), this framework improves biological interpretability and highlights molecular cascades with potential translational relevance.

## Results

We first established cross-tissue transcriptomic and proteomic datasets from the retina, choroid, and sclera at postnatal day 14 (P14) for two complementary comparisons: albino versus pigmented hyperopic animals (AH versus PH), to examine molecular features associated with susceptibility, and spontaneously myopic albinos versus their hyperopic littermates (AM versus AH), to capture molecular changes associated with spontaneous myopia. 

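RNA from the retina, choroid and sclera of 4 AH, 4 AM and 4 PH animals at postnatal day 14 was sequenced, which gave 36 libraries in 9 groups of 4 animals each. The authors trimmed the reads with Trimmomatic, aligned them to the CavPor3.0 guinea pig genome with STAR and counted them on Ensembl genes with htseq-count. How the counting treated strand and reads with several alignments is not given in the sources used here. The deposited values are raw counts, without normalization,. In the retina, total counts on genes per library ranged from 57323431 to 81438893 in AH (median 71281015), from 67298733 to 95861607 in AM (median 76299823) and from 77876005 to 88684386 in PH (median 79747360). Choroid libraries held 67755617 to 80190342 counts in AH (median 75874132), 67164842 to 90978455 in AM (median 76347382) and 72631517 to 87012506 in PH (median 80538871). Sclera libraries held 50709105 to 77590512 counts in AH (median 65927593), 47880347 to 81962078 in AM (median 57889398) and 29324585 to 84654526 in PH (median 69232030). The labels of AH replicate 4 name the retina and the choroid in opposite ways in the title and in the tissue field. The titles were used. The library names of this animal put R before the tissue letter for the retina and L for the choroid and sclera. Read as the eye, these letters place the retina in the right eye and the others in the left. The paper describes tissues of the same eye. The labels also give TRIzol extraction and removal of ribosomal RNA, where the paper's methods give an RNeasy kit and a TruSeq Stranded mRNA kit. The paper's model held a batch term, and the batch of each library is not given in the sources used here. The library names come in 2 forms, and the form that writes the eye as OD or OS was given to AH replicates 1 and 2, AM replicates 1, 3 and 4, and PH replicate 1. Counts were scaled by edgeR's TMM method to CPM, and 15675 genes with more than 1 CPM in at least 4 libraries were kept. All 36 libraries were fitted in one model with a mean for each group, and each comparison was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the genes kept. For single genes, an exact two-sided permutation test over the 70 arrangements of 4 against 4 animals was run on log2(CPM + 0.5), for which the smallest P is 0.0286. Gene symbols come from the paper's supplementary tables, since the count table holds identifiers alone. Intervals and limits from counts cover counting error only.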

For each comparison, we characterized differentially expressed genes (DEGs) and proteins (DEPs), examined their overlap across tissues, and assessed transcript-protein concordance within each tissue, followed by pathway enrichment analyses to define shared and tissue-specific biological programs. This integrative framework enabled susceptibility-associated signatures to be distinguished from progression-associated changes: susceptibility was marked by broad transcriptional alterations not yet consistently reflected at the protein level, suggesting a primed regulatory state, whereas progression showed greater transcript-protein alignment, consistent with more active execution of remodeling programs.

### Confirmed refractive phenotypes of albino and pigmented GPs at P14

We first characterized the ocular phenotypes of the GPs selected for transcriptomic (Fig 1A and B) and proteomic (Fig 1C and D) analyses. As a model for molecular susceptibility, we compared hyperopic eyes from pigmented (PH) and albino (AH) animals, which showed comparable refraction and axial length. As a model for spontaneous myopia, we compared myopic albino eyes (AM) with hyperopic albino controls (AH) and, as expected, found significant differences in both refractive error and axial length. These phenotypic contrasts provided the foundation for interpreting subsequent multi-omics signatures in relation to myopia susceptibility versus spontaneous myopia.

**Figure 1.**
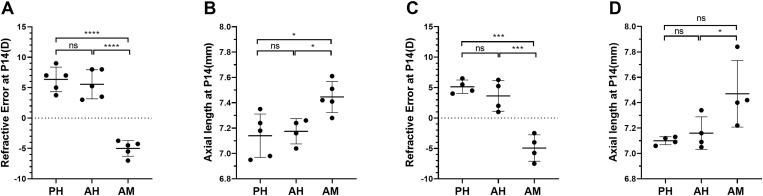
Refractive and axial phenotypes of the pre-selected omics cohort at postnatal day 14. **(A, B, C, D)** Cycloplegic refractive error and (B, D) axial length in AH, AM, and PH guinea pig (GP) selected for transcriptomic ((A, B); n = 4) and proteomic ((C, D); n = 5) analysis. Each symbol represents one animal; bars show mean ± SD. Ordinary one-way ANOVA with Tukey’s multiple-comparisons test was used. Ns, Not Significant, *P < 0.05; ***P < 0.001; ****P < 0.0001. These comparisons are presented to confirm the phenotypic separation of the selected subset used for omics profiling.

### Global transcriptomic and proteomic landscapes across ocular tissues

After filtering out low-expression genes (average counts ≤5) and accounting for batch effects, 16,831, 17,320, and 17,515 genes were detected in the retina, choroid, and sclera, respectively; identical filtering and differential expression criteria, including Benjamini–Hochberg false discovery rate (FDR) correction and log2 fold-change thresholds, were applied across all tissues to ensure comparability and highlight robust signals for downstream analysis. Similarly, 8,322, 8,714, and 8,074 proteins were identified in these tissues. 

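Counted from the raw values over the 12 libraries of each tissue, 16779 genes in the retina, 17286 in the choroid and 17456 in the sclera had a mean count above 5. With a mean count of at least 1 instead, the numbers were 18340, 18680 and 18923, and with at least 10 they were 16138, 16651 and 16778. No batch term enters these numbers, since they are counts of genes by mean alone.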

Principal components analysis (PCA) of normalized transcriptomic and proteomic datasets showed robust segregation of samples by tissue type (Fig 2A and B). In the transcriptomic data, PC1 (47.1%) distinguished retina from choroid and sclera, whereas PC2 (13.1%) further separated choroid from sclera. 

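In a principal components analysis of log2 CPM with each gene scaled to unit variance, PC1 held 47.1% and PC2 13.1% of the variance of the 36 libraries. Retina libraries lay between 112.3 and 123.1 on PC1, choroid libraries between -91.8 and -3.45 and sclera libraries between -77.7 and -13.3. On PC2, choroid libraries ranged from -21.9 to 86.2 and sclera libraries from -92.9 to -1.52, and the choroid of PH replicate 2 was the one choroid library that lay below the highest sclera library. The retina of AH replicate 4, one of the libraries with conflicting labels, had a PC1 of 114, and the choroid of this animal had a PC1 of -40.6. Leaving the genes unscaled moved the shares most, to 68.5% and 12.1%. With each animal left out in turn, PC1 held 46.8% to 47.9% and PC2 12.8% to 13.6%.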

Proteomic data showed a similar pattern, with PC1 (54.5%) separating retina from the other tissues and PC2 (30.7%) differentiating choroid from sclera. Although tissue identity was the dominant source of variance, the transcriptomic PCA further indicated greater within-tissue dispersion in choroid and sclera than in retina. All samples were segregated primarily by tissue type, with retina clearly separated from choroid and sclera along PC1 (Fig 2A), the dominant axis of variation. Greater within-tissue dispersion was observed among choroid and sclera samples, particularly along PC2 (Fig 2A), likely reflecting biological heterogeneity together with minor technical and/or cross-layer variation. 

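The mean absolute deviation of a library from its group mean, over all genes kept and on the log2 CPM scale, was 0.155 to 0.335 in the retina (median 0.249, n = 12), 0.259 to 0.556 in the choroid (median 0.375) and 0.325 to 0.568 in the sclera (median 0.367). The ranges of the retina and of the other tissues overlap, and no test was run between tissues. The retinal share of each choroid and sclera library was estimated from 145 genes chosen by tissue alone, with more than 50 CPM in the retina and a level in at least one choroid and one sclera library below 1/100 of that. It is the median over these genes of the library's CPM divided by the mean CPM in the retina. In AH sclera the share was 0.251% in replicate 1, 24.1% in replicate 2, 17.8% in replicate 3 and 19.7% in replicate 4. PH sclera had shares of 0.953% to 6.35% (median 3.37%, n = 4) and AM sclera 0.875% to 7.56% (median 1.58%, n = 4). In PH choroid the share was 0.560% in replicate 1, 29.2% in replicate 2, 4.13% in replicate 3 and 11.6% in replicate 4. AH choroid had shares of 0.570% to 3.59% (median 0.961%, n = 4) and AM choroid 0.300% to 5.69% (median 1.11%, n = 4). None of the differences in share between groups held up against the spread between animals. The exact two-sided permutation P was 0.486 for AH versus PH and 0.400 for AM versus AH in the sclera, and 0.200 and 0.886 in the choroid. Adjusted over 6 comparisons of this kind, these values were 0.651, 0.651, 0.600 and 0.886.

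**Figure D1:**
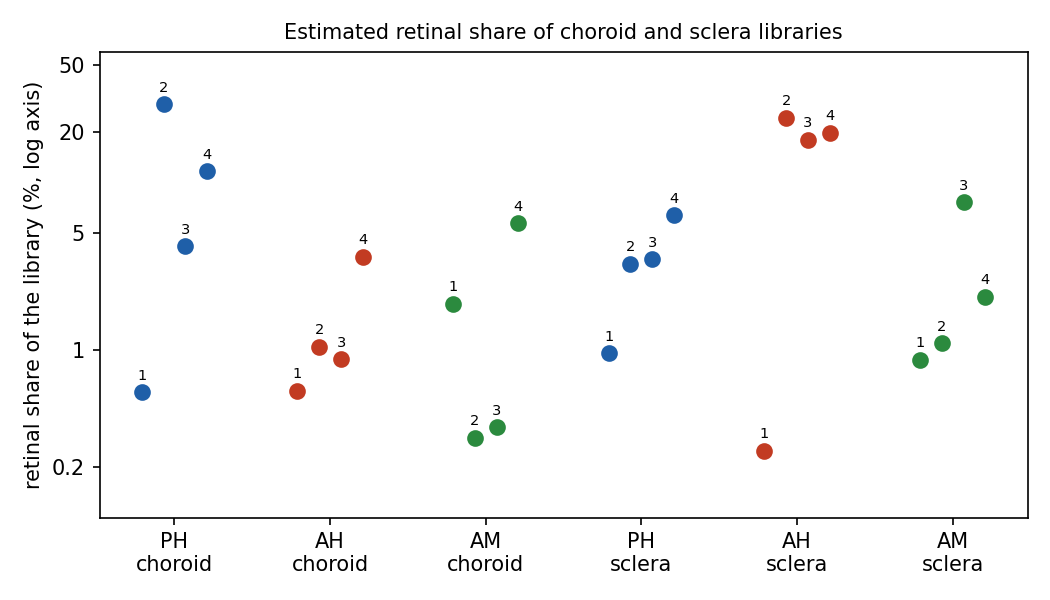
Retinal share of each choroid and sclera library in percent, on a log axis, by tissue and group. Each numbered dot is one animal's library. AH sclera replicates 2 to 4 lie at 17.8% to 24.1%, replicate 1 at 0.251%, and PH choroid spans 0.560% to 29.2%.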

Importantly, this dispersion did not compromise overall tissue-level separation or downstream analyses. We further note that the greater dispersion in choroid and sclera may have contributed, at least in part, to the larger number of DEGs identified in these tissues under the uniform thresholds applied across comparisons, and this possibility should be considered when interpreting differences in DEG counts across tissues.

**Figure 2.**
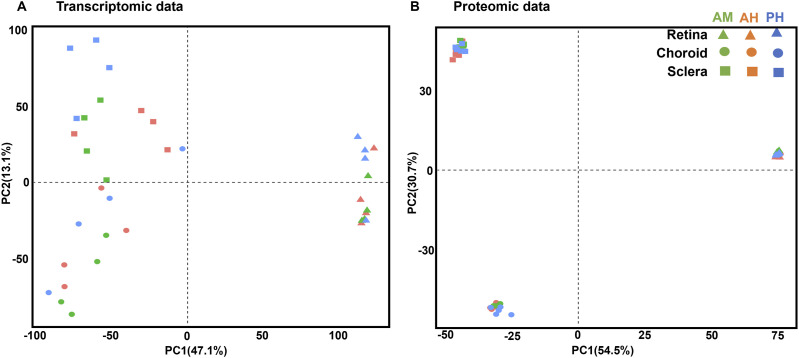
PCA of tissue clustering in transcriptomic (A) and proteomic (B) datasets. PC1–PC2 plots show clear tissue-specific clustering based on mRNA ((A); n = 4) and protein ((B); n = 5) profiles from pigmented (PH, blue) and albino GPs (AM, green; AH, red). Retina, choroid, and sclera are represented by triangles, circles, and squares, respectively.

### Distinct molecular profiles in AH and PH despite a shared hyperopic state

We next examined molecular differences between AH and PH across the retina, choroid, and sclera at P14, despite their shared hyperopic refractive state.

### Gene- and protein-level differences in the retina, choroid, and sclera

Volcano plots summarized tissue-specific transcriptomic (Fig 3A–C) and proteomic (Fig 3D–F) differences between AH and PH samples. For a descriptive comparison of transcriptomic and proteomic signal extent across tissues, we used a permissive threshold of absolute fold-change ≥1.2 and nominal *P* ≤ 0.05. Under this criterion, transcriptomic changes were more extensive than proteomic changes. This threshold was used for visualization and cross-platform comparison rather than for primary statistical inference. 

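In AH versus PH, edgeR's quasi-likelihood test gave 17 DEGs at an adjusted P below 0.05 in the retina (9 up-regulated and 8 down-regulated), 380 in the choroid (34 and 346) and 722 in the sclera (275 and 447). At an absolute log2 fold change of at least 1.2 and an unadjusted P of at most 0.05, the numbers were 168 (113 down-regulated), 1217 (1073 down-regulated) and 1026 (424 down-regulated). A 1.2-fold change at the same unadjusted P gave 431, 2234 and 3796 DEGs. The 4 AH animals lay wholly above or wholly below the 4 PH animals in 350 genes in the retina (2.23% of the genes kept), 821 in the choroid (5.24%) and 1062 in the sclera (6.78%), where chance gives 2.86%. Fitting each tissue alone, with the genes of a mean count above 5, gave 32, 53 and 20 at the adjusted P, and DESeq2 gave 34, 1019 and 1630. With the form of the library names as a term in the edgeR model, chosen after the data were seen, they were 21, 494 and 1306. Of the 275 genes up-regulated in AH sclera, 71 had a level in the retina above 8 times that in PH sclera, and of the 346 genes down-regulated in AH choroid, 183 had a level in the retina above 8 times that in AH choroid. The retina-abundant genes that set the retinal share were rarely called, with 0 among these 275 and 5 among these 346. A covariate for the retinal share of choroid and sclera libraries gave 19, 206 and 656 DEGs, among them 17 of the 17, 180 of the 380 and 515 of the 722. With each animal left out in turn, the number in the retina stayed between 12 and 19. The number in the choroid was 200, 122 and 101 without AH replicates 1, 2 and 3, and 805, 181 and 224 without PH replicates 1, 2 and 4. In the sclera it was 176, 369 and 317 without AH replicates 2, 3 and 4, and 2038, 1453, 111 and 288 without PH replicates 1, 2, 3 and 4. At the 1.2-fold change, the number in the retina was 875 without PH replicate 1 and 281 without PH replicate 4, and that in the sclera was 2173 without PH replicate 3. Among the DEGs whose groups did not overlap, ENSCPOG00000037137 and ENSCPOG00000037170 were among the 3 with the largest fold changes in each tissue, and ENSCPOG00000036731 in the retina. ENSCPOG00000037137 stood at 9.10 ± 1.57 CPM (SD, n = 4) in AH retina against 3 counts over the 4 PH animals, a ratio of 1077 (95% counting interval 368 to 5227, adjusted P = 0.00213). Its ratio was 1701 (470 to 14052, 2 counts in PH, adjusted P = 0.00116) in the choroid and 578 (280 to 1437, 7 counts in PH, adjusted P = 0.00136) in the sclera. ENSCPOG00000037170 had 2 counts in PH retina and 2 in PH choroid, with ratios of 715 (197 to 5908, adjusted P = 0.0135) and 800 (221 to 6612, adjusted P = 0.00447). In PH sclera it had 0 counts against 12.7 ± 3.97 CPM (SD, n = 4) in AH, at least 865-fold higher by a limit of 3 counts over the PH group (adjusted P = 0.00151). In the retina, the adjusted P of ENSCPOG00000037170 was 0.0568 without AH replicate 2 and 0.117, 0.115, 0.109 and 0.1303 without PH replicates 1, 2, 3 and 4, and over all alternatives it ranged from 9.03e-06 to 1. With limma-voom the adjusted P of ENSCPOG00000037137 was 1, 0.237 and 0.113 in the retina, choroid and sclera, and that of ENSCPOG00000037170 was 1 in the retina and 0.200 in the choroid. Fitting the sclera alone gave 0.0790 for ENSCPOG00000037170. Over all alternatives, the adjusted P of ENSCPOG00000037137 ranged up to these limma-voom values from 3.00e-09, 4.09e-09 and 1.85e-09, and that of ENSCPOG00000037170 ranged from 2.13e-06 to 0.200 in the choroid and from 2.72e-09 to 0.0790 in the sclera. ENSCPOG00000036731 stood at 0.0370 ± 0.0335 CPM (SD, n = 4) in AH retina and 10.8 ± 2.06 CPM in PH, a log2 fold change of -8.09 (SE 0.563, adjusted P = 7.11e-11).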

The retina showed relatively few differences (Fig 3A, 100 DEGs, 67 down-regulated; Fig 3D, 8 DEPs, 4 down-regulated), whereas the choroid and sclera displayed nearly tenfold more DEGs (Fig 3B, choroid: 920, 717 down-regulated; Fig 3C, sclera: 1,051, 472 down-regulated). In contrast, proteomic alterations in these tissues were limited (Fig 3E, choroid: 19 DEPs, 14 down-regulated; Fig 3F, sclera: 9 DEPs, all down-regulated) (Table S1). This pronounced difference between transcriptomic and proteomic signals may reflect a combination of biological regulation and methodological differences in sensitivity, coverage, and dynamic range between RNA sequencing and mass spectrometry-based proteomics. Within this context, the extensive transcriptional changes observed in the choroid and sclera are interpreted as compatible with a primed regulatory state, with relatively limited translation into stable protein-level differences at this stage.

**Figure 3.**
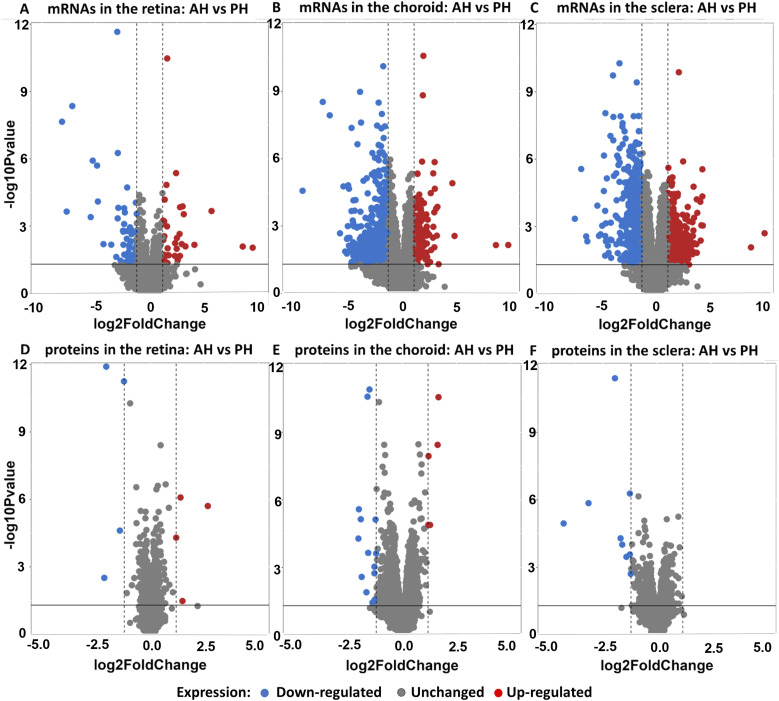
Volcano plots of DEGs (A, B, C) and DEPs (D, E, F) in AH tissues compared with PH controls. Volcano plots show gene and protein expression changes in the retina (A, D), choroid (B, E) and sclera (C, F). Blue and red dots indicate significantly down- and up-regulated DEGs/DEPs, respectively, whereas gray dots are not significant. Significance thresholds are ± 0.263 Log_2_ fold change (1.2-fold) for the vertical lines and –Log_10_ *P*-value of 1.301 (*P* ≤ 0.05) for the horizontal line.

Table S1. Significant genes and proteins identified by volcano plot analysis in AH versus PH across retina, choroid, and sclera.

We next compared overlaps among DEGs and DEPs across the three tissues using Venn analysis for up- and down-regulated genes (Tables 1 and S2), as a descriptive strategy to identify shared or recurrent molecular features across ocular tissues rather than to infer direct inter-tissue signal propagation. To ensure fair comparison, we restricted the analysis to the top 1% of DEGs and DEPs in each category, ranked by the product of nominal *P*-value and log_2_ fold-change.

**Table 1.** Number of overlapping hits^a^ within different tissues among the top 1% hits.

​	​	AH versus PH			
​	​	C versus R	C versus S	R versus S	Common in R-C-S
DEG	Up-regulated	24	30	19	12
	Down-regulated	10	31	13	7
DEP	Up-regulated	2	6	7	1
	Down-regulated	6	20	7	3

a A complete list of overlapping genes and proteins, including unannotated loci, is provided in Table S2.

Table S2. Venn analysis of tissue-specific and shared dysregulated genes and proteins in AH versus PH.

Among up-regulated DEGs, 12 genes were shared across all three tissues, including *UbiA prenyltransferase domain-containing* 1 (*UBIAD1*), *zinc finger protein 667* (*ZNF667*), *Aurora kinase C* (*AURKC*), and *thioredoxin domain-containing 11* (*TXNDC11*), along with several unannotated loci. 

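In each tissue and direction, the 157 genes (1% of those kept) with the most extreme product of log2 fold change and -log10 P were listed, and 11 up-regulated genes were in the lists of all 3 tissues in AH versus PH. Ranking by log2 fold change alone also gave 11, limma-voom gave 11, limma-voom with the name form of the libraries gave 12, and leaving out each animal in turn gave 8 to 15. ZNF667 (ENSCPOG00000031846) stood at 5.66 ± 0.440 CPM (SD, n = 4) in AH and 1.98 ± 0.507 in PH retina, 17.5 ± 3.79 and 4.50 ± 1.29 in the choroid, and 23.7 ± 8.12 and 9.42 ± 1.39 in the sclera. Its log2 fold changes were 1.51 (SE 0.227, adjusted P = 0.000470), 1.96 (SE 0.228, adjusted P = 5.35e-06) and 1.33 (SE 0.224, adjusted P = 0.00136). AURKC (ENSCPOG00000012661) stood at 2.12 ± 0.778 CPM in AH and 0.285 ± 0.0776 in PH retina, 3.11 ± 1.54 and 0.701 ± 0.292 in the choroid, and 3.90 ± 1.03 and 0.336 ± 0.204 in the sclera. Its log2 fold changes were 2.89 (SE 0.527, adjusted P = 0.00708), 2.15 (SE 0.507, adjusted P = 0.0194) and 3.47 (SE 0.542, adjusted P = 0.000575). In AH retina, replicate 1 lay at 0.969 CPM of AURKC and the other 3 at 2.34 to 2.65. TXNDC11 (ENSCPOG00000005064) had log2 fold changes of 0.60 in the retina (SE 0.331, adjusted P = 1, 80.9 ± 28.6 and 53.2 ± 1.37 CPM), 1.09 in the choroid (SE 0.334, adjusted P = 0.0744, 99.1 ± 54.1 and 46.5 ± 2.96 CPM) and 1.25 in the sclera (SE 0.335, adjusted P = 0.0312, 107 ± 51.8 and 45.2 ± 6.14 CPM). Every AH animal lay above every PH animal for ZNF667 and AURKC in each tissue, and for TXNDC11 in the retina and choroid (exact permutation P = 0.0286 each), while for TXNDC11 in the sclera the exact P was 0.0571. Among up-regulated genes, ZNF667 ranked 12, 5 and 46 in the retina, choroid and sclera, AURKC 7, 18 and 4, and TXNDC11 239, 100 and 294. The call of AURKC in the retina was lost without PH replicate 2 (adjusted P = 0.0870) or PH replicate 3 (0.0652) and with limma-voom (0.138), over a range of 2.43e-06 to 0.138 for all alternatives. Its call in the choroid was lost without AH replicate 2 (0.101), AH replicate 3 (0.0606), PH replicate 2 (0.104) or PH replicate 3 (0.0653), over a range of 0.000602 to 0.104. TXNDC11 in the sclera was no longer called without AH replicate 3 (0.0753), AH replicate 4 (0.0960), PH replicate 3 (0.153) or PH replicate 4 (0.0873), over a range of 0.00186 to 0.181, and in the choroid it was called without AH replicate 1 (0.0276), over a range of 0.0120 to 0.303. With each tissue fitted alone, the scleral calls of ZNF667 (0.0514) and AURKC (0.0800) were lost, over ranges of 1.82e-06 to 0.0609 and 4.82e-09 to 0.0843.

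**Figure D2:**
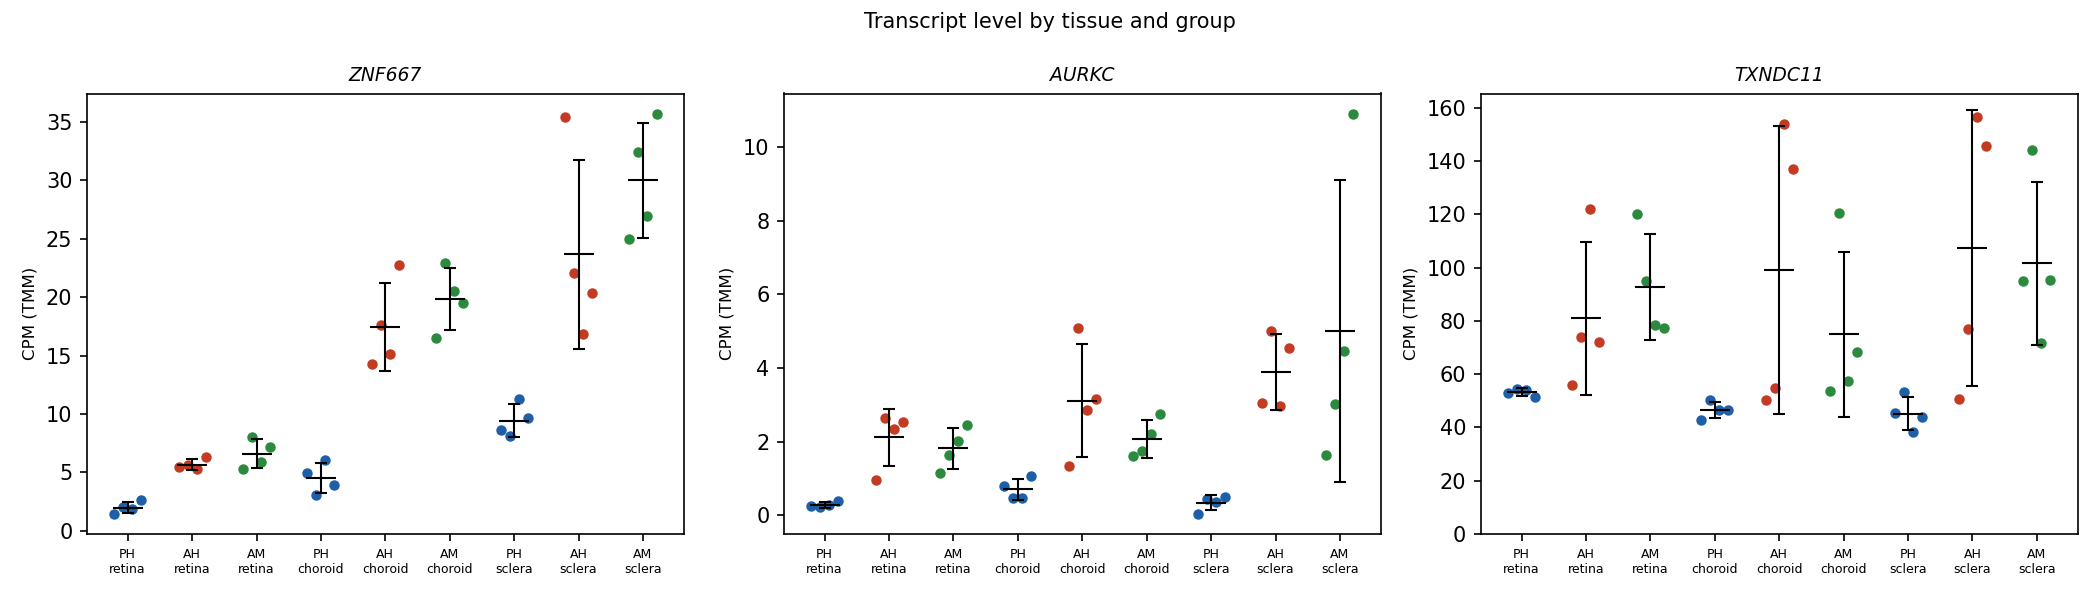
CPM after TMM scaling of ZNF667, AURKC and TXNDC11 in each tissue and group. Each dot is one animal's library, the dash is the group mean and the bar its SD (n = 4). AURKC in the sclera has a mean of 3.90 CPM in AH and 0.336 in PH.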

In total, 24 genes were up-regulated in retina–choroid, 30 in choroid–sclera, and 19 in retina–sclera comparisons. 

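The lists of up-regulated genes in AH versus PH shared 32 genes between retina and choroid, 20 between choroid and sclera and 18 between retina and sclera. With limma-voom these numbers were 25, 17 and 15, with the name form of the libraries as a further term 24, 30 and 19, and with genes ranked by log2 fold change alone 35, 19 and 15. With each animal left out in turn, they ranged from 23 to 38, from 15 to 27 and from 13 to 27.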

Seven down-regulated DEGs were shared across all tissues, including *Cytochrome P450 family 1 subfamily A member 1* (*CYP1A1*), *ATPase H*^*+*^ *transporting V0 subunit D2* (*ATP6V0D2*), *Kallikrein-related peptidase 4* (*KLK4*), and *Kynurenine 3-monooxygenase* (*KMO*), and were part of the 10, 31, and 13 genes commonly down-regulated in the respective tissue pairs.

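Among down-regulated genes in AH versus PH, the lists of the 3 tissues had 6 genes in common, with 8 shared by retina and choroid, 28 by choroid and sclera and 20 by retina and sclera. Without PH replicate 3, the number for retina and choroid was 5 and that for all tissues 3, and the number for choroid and sclera was 11 without AH replicate 4 and 14 without PH replicate 1. With limma-voom, 16 genes were shared by retina and choroid and 12 by retina and sclera, against 10 and 13 with the name form as a further term. CYP1A1 (ENSCPOG00000015596) had 8 counts over the AH animals and 1842 over the PH animals in the retina, a ratio of 204 (95% counting interval 103 to 472, adjusted P = 0.000910). In the choroid it had 0 counts in AH and 7.61 ± 7.18 CPM (SD, n = 4) in PH, at least 767.9-fold lower by a limit of 3 counts over the AH group (adjusted P = 7.58e-05). In the sclera it had 1 count in AH and 1180 in PH, a ratio of 1402 (251 to 55420, adjusted P = 0.000307). In the retina its adjusted P was 0.108 with limma-voom, over a range of 9.44e-08 to 0.136 for all alternatives. ATP6V0D2 (ENSCPOG00000009640) had log2 fold changes of -5.48 in the retina (SE 0.858, adjusted P = 0.000910, 0.187 ± 0.0578 CPM in AH and 8.33 ± 4.94 in PH), -5.28 in the choroid (SE 0.860, adjusted P = 0.00112, 0.123 ± 0.100 and 4.87 ± 3.02 CPM) and -2.18 in the sclera (SE 0.735, adjusted P = 0.0720, 1.09 ± 1.13 and 4.83 ± 2.26 CPM). KLK4 (ENSCPOG00000040233) had log2 fold changes of -6.95 in the retina (SE 0.838, adjusted P = 1.06e-05, 0.0299 ± 0.0206 and 4.06 ± 1.13 CPM), -2.92 in the choroid (SE 0.664, adjusted P = 0.0151, 0.358 ± 0.232 and 2.71 ± 0.736 CPM) and -4.52 in the sclera (SE 0.713, adjusted P = 0.000635, 0.356 ± 0.204 and 8.06 ± 4.58 CPM). KMO (ENSCPOG00000014001) had log2 fold changes of -2.01 in the retina (SE 0.572, adjusted P = 0.516, 0.0211 ± 0.0207 and 0.0932 ± 0.0478 CPM), -1.88 in the choroid (SE 0.454, adjusted P = 0.0220, 0.500 ± 0.109 and 1.85 ± 0.909 CPM) and -2.20 in the sclera (SE 0.475, adjusted P = 0.00982, 0.208 ± 0.0452 and 0.959 ± 0.275 CPM). AH and PH animals did not overlap for CYP1A1 and KLK4 in any tissue, for ATP6V0D2 in the retina and choroid, and for KMO in the choroid and sclera (exact permutation P = 0.0286 each), while the exact P was 0.0571 for ATP6V0D2 in the sclera and 0.0857 for KMO in the retina. The ranks among down-regulated genes in retina, choroid and sclera were 3, 1 and 1 for CYP1A1, 6, 8 and 171 for ATP6V0D2, 2, 131 and 3 for KLK4, and 24, 398 and 72 for KMO. ATP6V0D2 in the sclera was called without AH replicate 1 (adjusted P = 0.0220) or PH replicate 1 (0.0167), over a range of 0.0167 to 0.273 for all alternatives. KLK4 in the choroid was no longer called without AH replicate 3 (0.0939), over a range of 0.000152 to 0.0939. The call of KMO in the choroid was lost without AH replicate 1 (0.0660), AH replicate 2 (0.0520), AH replicate 3 (0.0858) or PH replicate 3 (0.0871), over a range of 0.000243 to 0.121. In the sclera the call of KMO was lost in 2 of 20 alternatives, over a range of 0.000145 to 0.151.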

For DEPs, one up-regulated protein, premelanosome protein (PMEL), was consistently shared across all three tissues, whereas 2, 6, and 7 proteins were commonly up-regulated in the three pairwise comparisons. Three down-regulated proteins, spermidine/spermine N^1^-acetyltransferase family member 2 (SAT2)*,* glutathione S-transferase kappa 1 (GSTK1), and one other, were shared by all tissues, with 6, 20, and 7 down-regulated proteins shared by the tissue pairs. A complete list of overlapping genes and proteins, including unannotated loci, is provided in Table S2. Notably, some overlapping features in the AH versus PH comparison, such as PMEL, are likely to reflect pigmentation-related background differences rather than susceptibility-specific mechanisms.

Although the proportion of shared features across tissues was broadly similar between transcriptomic and proteomic datasets, the absolute number of overlapping transcripts was greater, facilitating clearer identification of shared regulatory programs at the transcriptional level. By contrast, proteomic overlap was more limited in absolute terms, likely reflecting both lower feature counts and reduced detection sensitivity.

Finally, we assessed concordance between DEGs and DEPs within each tissue. No concordant up-regulated hits were detected in any tissue, whereas concordant down-regulated hits were limited to the choroid and sclera. In the choroid, four gene-protein pairs showed concordant down-regulation—*SLC6A11/SLC6A11 *(solute carrier family 6 member 11), *SLC6A1/SLC6A1 *(solute carrier family 6 member 1), *NEFL/NEFL* (neurofilament light chain), and *GSTK1*/GSTK1, whereas in the sclera, three concordant down-regulated pairs were identified—*troponin T3*/troponin T3, *TNNT3*/TNNT3 (fast skeletal type), *MYH1*/MYH1 (myosin heavy chain 1), and *GSTK1*/GSTK1 (Table 2). These findings indicate limited tissue-specific transcript-protein concordance, with overlapping down-regulated molecules in the choroid enriched for neuronal-associated components and those in the sclera, including contractile-related proteins, whereas GSTK1 was shared by both tissues. 

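On the transcript side of the choroid pairs in AH versus PH, SLC6A11 (ENSCPOG00000007809) stood at 4.94 ± 6.47 CPM (SD, n = 4) in AH and 31.1 ± 33.4 in PH, a log2 fold change of -2.65 (SE 0.984, adjusted P = 0.151). NEFL (ENSCPOG00000023838) stood at 4.24 ± 5.62 and 45.2 ± 49.7 CPM (log2 fold change -3.41, SE 1.03, adjusted P = 0.0689). The animals of the 2 groups overlapped for these 2 genes (exact permutation P = 0.171 and 0.0857). In AH retina their levels were 275 and 416 CPM, and with the retinal share of the libraries as a covariate their log2 fold changes in the choroid were -0.58 and -0.63. Without AH replicate 4, whose choroid is one of the libraries with conflicting labels, their adjusted P values were 0.0445 and 0.0288, and without PH replicate 1 they were 0.0497 and 0.0136. Over all alternatives the adjusted P ranged from 0.0390 to 0.782 for SLC6A11 and from 0.00687 to 0.759 for NEFL. GSTK1 (ENSCPOG00000023956) stood at 16.6 ± 5.88 CPM in AH and 46.8 ± 8.92 in PH choroid, a log2 fold change of -1.49 (SE 0.346, adjusted P = 0.0177), and at 14.0 ± 3.54 and 50.5 ± 22.7 CPM in the sclera (-1.85, SE 0.350, adjusted P = 0.00393). AH choroid replicate 2 lay at 7.89 CPM of GSTK1 and the other 3 at 18.8 to 20.5. The call in the choroid was lost without AH replicate 2 (adjusted P = 0.0873), AH replicate 3 (0.0586) or PH replicate 4 (0.0625), over a range of 0.000701 to 0.151. In the sclera the call of GSTK1 was lost in 2 of 20 alternatives, over a range of 2.18e-05 to 0.0843. In the sclera, TNNT3 (ENSCPOG00000005480) stood at 36.0 ± 24.3 CPM in AH and 603 ± 383 in PH (log2 fold change -4.07, SE 0.867, adjusted P = 0.00901) and MYH1 (ENSCPOG00000040235) at 17.7 ± 15.1 and 228 ± 140 CPM (-3.69, SE 0.870, adjusted P = 0.0166). PH replicate 4 lay at 437 CPM of MYH1 and the other 3 PH animals at 147 to 176. Without AH replicate 2, AH replicate 4 or PH replicate 4, the adjusted P of MYH1 was 0.0673, 0.0612 and 0.0606, over a range of 5.90e-05 to 0.0843. For GSTK1 in both tissues and for TNNT3 and MYH1 in the sclera, every AH animal lay below every PH animal (exact permutation P = 0.0286 each). Skeletal muscle genes moved together in these libraries, and all 22 of those with a symbol were lower in AH than in PH sclera. Genes carry a symbol here only through the paper's tables of genes called in these libraries, so these 22 are chosen by the outcome. From the pairs of transcripts and proteins, the paper concludes that concordance was limited and specific to the tissue, with neuronal components in the choroid, contractile proteins in the sclera and GSTK1 in both. Among down-regulated genes in AH versus PH choroid, MYH1 ranked 9 and TNNT3 58, beside 27 and 14 in the sclera. On the transcript side, lower levels of these genes in AH were thus not confined to the sclera.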

No transcript-protein overlap was detected in the retina. Overall, gene-protein concordance at P14 was limited across tissues, particularly in the retina, indicating that transcriptomic changes were not yet broadly mirrored at the protein level and motivating pathway-level analysis to assess whether higher order biological programs showed greater consistency than individual features.

**Table 2.** Number of overlapping hits between transcriptomic and proteomic.

​	AH versus PH		
​	Retina	Choroid	Sclera
Up-regulated	0	0	0
Down-regulated	0	4	3

### Pathway-level signatures across ocular tissues

Table 3 summarizes the number of significantly up-regulated and down-regulated pathways identified in each omics dataset at adjusted *P* ≤ 0.05, with full details in Table S3. Transcriptome enrichment indicated a predominance of down-regulated pathways in AH relative to PH, whereas proteomics enrichment was more balanced between up-regulation and down-regulation.

**Table 3.** The number of significantly up-regulated or down-regulated pathways in AH and PH.

AH versus PH	Transcriptomics-based GSEA		Proteomics-based GSEA	
	Up-regulated	Down-regulated	Up-regulated	Down-regulated
Retina	1	25	11	8
Choroid	5	14	13	22
Sclera	9	36	22	21

Table S3. Significant KEGG signaling pathways at gene and protein levels in AH versus PH across retina, choroid, and sclera.

A comparison of the top significantly enriched pathways (adj *P* ≤ 0.05) from both transcriptomic and proteomic datasets across omics layers and tissues is visualized in the heatmap (Fig 4), with normalized enrichment scores and corresponding FDR or adjusted *P*-values provided in Table S4. We highlight three major categories of pathway signatures.

**Figure 4.**
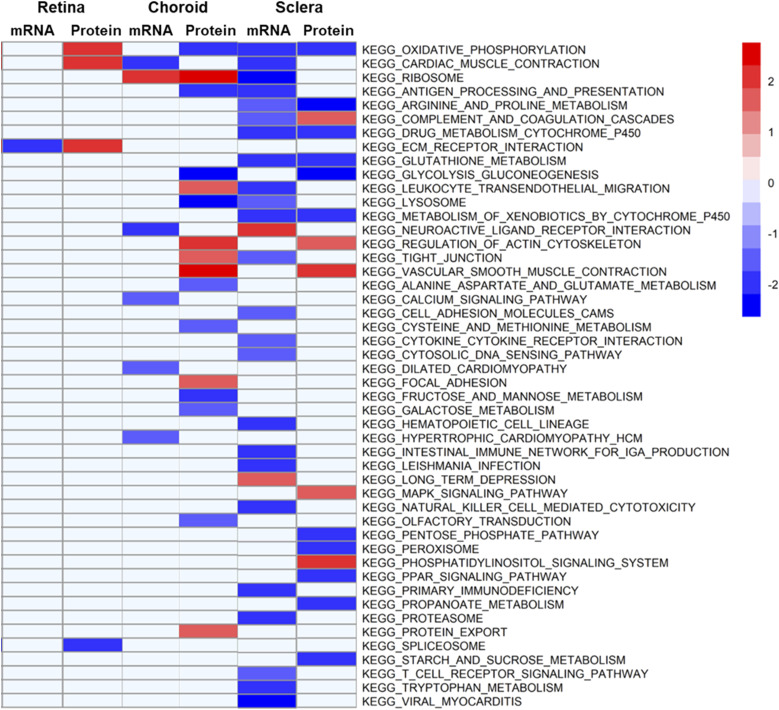
Comparison of top significantly enriched pathways between AH and PH across transcriptomic and proteomic datasets. Pathway activity is shown for retina, choroid, and sclera. Red color represents up-regulated pathways, and blue color represents down-regulated pathways.

Table S4. Statistical metrics for cross-tissue and cross-omics pathway enrichment in AH versus PH.

First, several pathways exhibited discordant regulation between transcriptomic and proteomic layers. For example, the ECM receptor interaction pathway in the retina was down-regulated at the transcript level but up-regulated at the protein level. Similarly, complement and coagulation cascades in the sclera were down-regulated at the mRNA level yet up-regulated at the protein level. These mismatches are consistent with post-transcriptional regulation that may buffer or amplify remodeling responses at the protein level.

Second, a larger set of pathways showed strong concordance, with pathway-level agreement exceeding gene-level overlap. This likely reflects aggregation of coordinated but individually modest changes across functionally related genes and proteins, making pathway-level convergence a more robust readout of shared regulation. Ribosome signaling emerged as a consistent signal, being up-regulated across the choroid, whereas the sclera exhibited a cluster of concordantly down-regulated metabolic pathways, including oxidative phosphorylation, arginine–proline metabolism, glutathione metabolism, and cytochrome P450-related processes. This pattern indicates a coordinated metabolic reprogramming in the sclera, with suppression of mitochondrial energy production and redox defense aligning with the down-regulation of GSTK1 observed at the individual protein level.

Finally, in the sclera, several immune-related pathways were consistently down-regulated at the transcriptomic level but showed no significant change at the proteomic level, including those related to T-cell receptor signaling, natural killer cell–mediated cytotoxicity, cytokine–cytokine receptor interaction, and antigen processing and presentation. This selective suppression at the transcriptional level, without proteomic reinforcement, suggests a state of immune quiescence rather than outright immune loss, potentially maintaining tissue homeostasis under altered metabolic conditions.

Taken together, these pathway-level signatures suggest that AH animals harbor a distinct molecular milieu characterized by (i) transcript-protein discordance in remodeling-related pathways, (ii) coordinated down-regulation of scleral metabolic activity, and (iii) transcriptional suppression of immune signaling without proteomic reinforcement.

### Early molecular signatures distinguishing AM and AH at P14

After examining molecular signatures associated with susceptibility in the AH versus PH comparison, we next compared AM and their counterparts AH to identify molecular features associated with the myopic state at P14. Overall, relatively few DEGs and DEPs were detected in each tissue, with the sclera showing the most extensive transcriptomic alterations. Subsequent pathway enrichment and cross-tissue analyses highlighted both concordant and discordant molecular programs, offering insight into molecular processes linked to spontaneous myopia remodeling.

### Gene- and protein-level alterations in retina, choroid, and sclera

Volcano plots summarized transcriptomic and proteomic differences between AM and AH samples across the retina, choroid, and sclera (Fig 5A–F), with full DEG and DEP lists provided in Table S5. Using the threshold of absolute fold-change ≥1.2 and nominal *P* ≤ 0.05, the retina exhibited relatively few transcriptomic changes (14 DEGs, 1 down-regulated) but substantial proteomic alterations (111 DEPs, 80 down-regulated). The choroid showed a modest number of DEGs (62, 30 down-regulated) alongside 13 DEPs (1 down-regulated), whereas the sclera displayed extensive transcriptomic remodeling (729 DEGs, 551 down-regulated) with comparatively few proteomic shifts (9 DEPs, 4 down-regulated). These results highlight a pronounced tissue-specific imbalance between transcriptomic and proteomic alterations, with the sclera showing the strongest transcriptional signal.

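In AM versus AH, edgeR's quasi-likelihood test gave 1 DEG at an adjusted P below 0.05 in the retina, up-regulated, and 60 in the sclera (42 up-regulated and 18 down-regulated). For the choroid it gave 0, with 355 genes at an unadjusted P below 0.05, against 0 with limma-voom, 31 with DESeq2 and 0 with the name form of the libraries in the edgeR or limma-voom model. At an absolute log2 fold change of at least 1.2 and an unadjusted P of at most 0.05, 39 genes (20 down-regulated) passed in the retina, 223 (45 down-regulated) in the choroid and 811 (613 down-regulated) in the sclera. A 1.2-fold change at the same unadjusted P gave 62, 354 and 1678 genes. The 4 AM and the 4 AH animals did not overlap in 120 genes in the retina (0.766% of those kept), 144 in the choroid (0.919%) and 596 in the sclera (3.80%), beside a share of 2.86% by chance. With each tissue fitted alone by edgeR, 0 genes passed in the retina and 0 in the sclera, with 91 and 1217 at an unadjusted P below 0.05, whereas limma-voom gave 0 and 72 and DESeq2 gave 2 and 311 from all tissues together. In the sclera, DESeq2 had 134 up-regulated and 177 down-regulated genes, and limma-voom 64 and 8. With the name form in the edgeR model, chosen after the data were seen, the numbers in the retina and sclera were 1 and 71, and with the retinal share as a covariate 1 and 46. Of the 18 genes down-regulated in AM sclera, 14 had a level in the retina above 8 times that in AM sclera, and 0 were among the genes that set the retinal share. The one gene in the retina was lost without any one of AH replicates 1 to 4, AM replicate 3 or AM replicate 4, where the number was 0. The number in the sclera was 271, 19, 18 and 13 without AH replicates 1, 2, 3 and 4, and 3, 147 and 8 without AM replicates 1, 3 and 4. At the log2 fold change of 1.2, the number in the retina was 61 without AH replicate 1, 66 without AH replicate 2 and 140 without AM replicate 2, and that in the choroid was 498 without AM replicate 2. At the 1.2-fold change, the retina gave 114, 137 and 206 without the same 3 animals, the choroid 614, 204, 1186 and 218 without AH replicates 2 and 3 and AM replicates 2 and 3, and the sclera 1094 without AM replicate 1. The gene in the retina was ANGPT2 (ENSCPOG00000030082), at 22.5 ± 19.2 CPM (SD, n = 4) in AM and 0.922 ± 0.249 in AH, a log2 fold change of 4.61 (SE 0.757, adjusted P = 0.0163). AH replicate 3 lay at 0.552 CPM of ANGPT2 and the other 3 AH animals at 1.00 to 1.09. Its adjusted P was 0.217, 0.274, 0.337 and 0.253 without AH replicates 1, 2, 3 and 4, and 0.0720 and 0.163 without AM replicates 3 and 4, over a range of 1.79e-09 to 1 for all alternatives, the highest with limma-voom. In the sclera, AQP4 (ENSCPOG00000004446) stood at 698 ± 498 CPM in AM and 47.2 ± 37.2 in AH, a log2 fold change of 3.89 (SE 0.870, adjusted P = 0.0411). Its adjusted P was 0.0546, 0.0956, 0.1301 and 0.224 without AH replicates 1, 2, 3 and 4, and 0.0896 and 0.112 without AM replicates 1 and 4, over a range of 8.96e-05 to 0.444. Among the scleral DEGs whose groups did not overlap, ENSCPOG00000031134 and ENSCPOG00000035877 were the 2 down-regulated genes with the largest fold changes. They had 2 counts each over the AM animals against 112 and 109 over the AH animals. Their ratios were 50.4 (95% counting interval 13.6 to 421, adjusted P = 0.0340) and 49.0 (13.3 to 410, adjusted P = 0.0361). The adjusted P of ENSCPOG00000031134 was 0.142 and 0.0899 without AH replicates 2 and 4, and 0.198 and 0.247 without AM replicates 1 and 4, over a range of 0.00235 to 0.399. That of ENSCPOG00000035877 was 0.0745, 0.127 and 0.0899 without AH replicates 2, 3 and 4, and 0.225, 0.0651 and 0.270 without AM replicates 1, 2 and 4, over a range of 0.00308 to 0.399. For ANGPT2 and AQP4, every AM animal lay above every AH animal (exact permutation P = 0.0286 each). The gap for ANGPT2 was small, with the lowest AM animal at 1.13 CPM and the highest AH animal at 1.09. From the numbers of DEGs and DEPs, the paper concludes that transcriptomic and proteomic alterations were out of balance in a tissue-specific way, with the strongest transcriptional signal in the sclera.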

**Figure 5.**
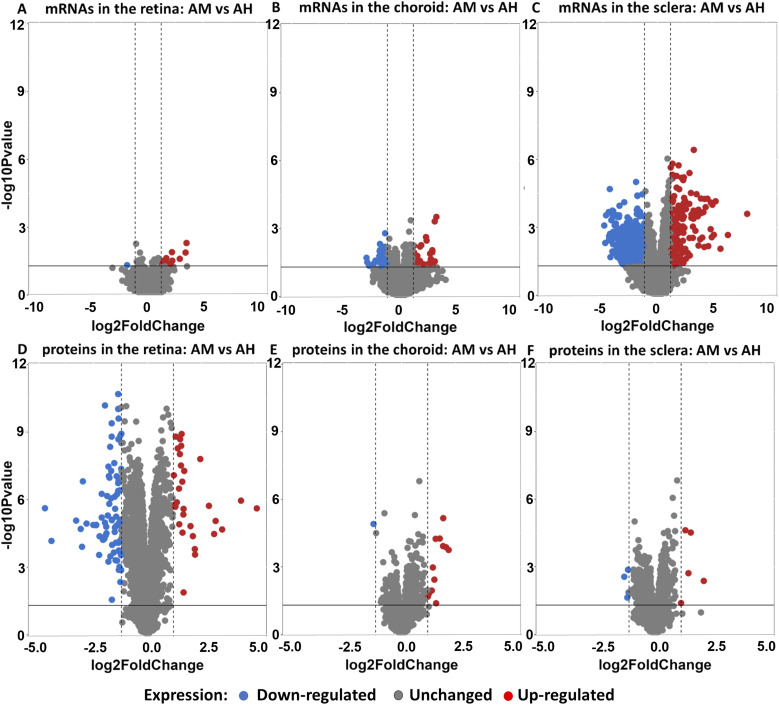
Volcano plots of DEGs (A, B, C) and DEPs (E, F) in AM compared with AH tissues. **(A, B, C, D, E, F)** Panels show expression changes in the retina (A, D), choroid (B, E) and sclera (C, F). Blue and red dots represent significantly down-regulated and up-regulated DEGs/DEPs, respectively, whereas gray dots indicate non-significant changes. Vertical dashed lines denote the fold-change cutoff (±0.263 Log_2_, equivalent to 1.2-fold), and the horizontal dashed line indicates the significance threshold (−Log_10_ *P*-value = 1.301, corresponding to *P* < 0.05).

Table S5. Significant genes and proteins identified by volcano plot analysis in AM versus AH across retina, choroid, and sclera.

We next applied the same descriptive Venn-based strategy used for the AH versus PH comparison to the AM versus AH comparison. Analysis of the top 1% of DEGs (ranked by nominal *P* × log FC; Tables 4 and S6) revealed limited convergence across tissues. Among up-regulated genes, only two—Zic family member 3 (*ZIC3*), a transcription factor implicated in early developmental patterning, and betacellulin (*BTC*), an EGF-like growth factor—were shared across all three tissues, suggesting broad activation of developmental and growth-related programs. 

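In AM versus AH, 1 up-regulated gene was in the lists of all 3 tissues, against 2 with limma-voom, 2 with its model with the name form, 4 with genes ranked by log2 fold change alone and 2 without AH replicate 2, AH replicate 3, AM replicate 3 or AM replicate 4. BTC (ENSCPOG00000026188) had log2 fold changes of 0.60 in the retina (SE 0.743, adjusted P = 1, 0.194 ± 0.104 CPM in AM and 0.125 ± 0.0983 in AH), 1.17 in the choroid (SE 0.772, adjusted P = 1, 0.187 ± 0.125 and 0.0820 ± 0.110 CPM) and 2.46 in the sclera (SE 0.728, adjusted P = 0.137, 2.75 ± 1.55 and 0.500 ± 0.110 CPM). Its AM and AH animals overlapped in the retina and choroid (exact permutation P = 0.429 and 0.171). In the retina, choroid and sclera, BTC ranked 409, 325 and 65 among up-regulated genes. With the name form as a term in limma-voom, the adjusted P of BTC in the sclera was 0.0469, over a range of 0.0204 to 0.456 for all alternatives.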

Additional overlaps were largely pairwise, with 10, 33, and 3 genes shared between retina–choroid, choroid–sclera, and retina–sclera comparisons, respectively. 

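The lists of up-regulated genes in AM versus AH shared 11 genes between retina and choroid, 33 between choroid and sclera and 3 between retina and sclera. With genes ranked by log2 fold change alone, these numbers were 19, 36 and 10. Choroid and sclera shared 20 without AM replicate 4, and retina and sclera shared 6, 5, 7 and 6 without AH replicate 2, AH replicate 3, AM replicate 2 and AM replicate 4. Among down-regulated genes, 11 were shared by retina and choroid, 10 by choroid and sclera and 1 by retina and sclera. The number for retina and choroid was 36 without AM replicate 2. For choroid and sclera it was 17, 3, 22 and 4 without AH replicate 2, AH replicate 4, AM replicate 2 and AM replicate 3. For retina and sclera it was 5 without AH replicate 2, 2 without AM replicate 1, 16 without AM replicate 2, and 0 without AH replicate 3, AH replicate 4, AM replicate 3 or AM replicate 4.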

No down-regulated genes were common to all tissues; however, subsets such as Pre-B lymphocyte 3 (*VPREB3*), linked to B-cell receptor signaling, and ENSCPOG00000034629 (uncharacterized) appeared in multiple tissue pairs, hinting at selective suppression of immune-related functions.

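No down-regulated gene was in the lists of all 3 tissues in AM versus AH by edgeR, limma-voom or limma-voom with the name form, and the lists rank genes without a threshold on P. The number was 2 without AH replicate 2 and 9 without AM replicate 2. VPREB3 (ENSCPOG00000038412) had log2 fold changes of -1.05 in the retina (SE 0.791, adjusted P = 1, 0.640 ± 0.588 CPM (SD, n = 4) in AM and 1.34 ± 1.13 in AH), -0.12 in the choroid (SE 0.802, adjusted P = 1, 0.410 ± 0.165 and 0.444 ± 0.213 CPM) and -2.82 in the sclera (SE 0.997, adjusted P = 0.244, 8 and 72 counts). In AM retina, replicate 2 lay at 1.52 CPM of VPREB3 and the other 3 at 0.297 to 0.395. In the choroid its log2 fold change was 0.48 with the name form in limma-voom and 0.16 with it in edgeR, and 0.16 and 0.11 without AH replicate 1 and AM replicate 4. ENSCPOG00000034629 had log2 fold changes of -0.34 in the retina (SE 1.14, adjusted P = 1, 2.70 ± 1.72 and 3.43 ± 2.89 CPM), 0.80 in the choroid (SE 1.46, adjusted P = 1, 22 and 11 counts) and -3.74 in the sclera (SE 1.42, adjusted P = 0.294, 11 and 198 counts). In each of 2 tissues a single AM library held most of its counts, replicate 4 in the choroid (0.217 CPM) and replicate 3 in the sclera (0.226 CPM), where the other 3 were at 0 to 0.0307 and 0 to 0.0135. In the retina its log2 fold change was 0.01, 0.11 and 0.04 without AH replicate 1, AH replicate 2 and AM replicate 2. In the choroid it was -1.78 without AM replicate 4, and -0.09, -0.35, -0.12 and -0.03 with the animal as a random block, with the name form in limma-voom, with the name form in edgeR and with the retinal share as a covariate. AM and AH animals overlapped for both genes in each tissue (exact permutation P between 0.143 and 0.886). Among down-regulated genes in retina, choroid and sclera, VPREB3 ranked 152, 6055 and 136 and ENSCPOG00000034629 ranked 2356, 14298 and 94.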

**Table 4.** Number of overlapping hits within different tissues among the top 1% hits.

​	​	AM versus AH			
​	​	C versus R	C versus S	R versus S	Common in R-C-S
DEG	Up-regulated	10	33	3	2
	Down-regulated	14	8	2	0
DEP	Up-regulated	1	14	1	0
	Down-regulated	2	19	2	0

Table S6. Venn analysis of tissue-specific and shared dysregulated genes and proteins in AM versus AH.

At the protein level, overlap was similarly sparse. No DEPs were shared across all tissues, but pairwise comparisons identified proteins such as nuclear transcription factor Y subunit alpha (NFYA, C versus R) and signal peptidase complex subunit (SPCS1, R versus S), which were consistently up-regulated in specific tissue pairs, and zinc finger and BTB domain-containing 39 (ZBTB39), RNA polymerase I transcription factor RRN3 (RRN3), and other ribosome/translation-related proteins, which were down-regulated across more than one tissue. These findings suggest that, although progression to spontaneous myopia involves tissue-specific molecular remodeling, a few developmental regulators (ZIC3, BTC) and transcriptional/translation factors (NFYA, RRN3) may represent recurrent regulatory nodes across ocular tissues. Finally, direct comparisons of DEGs and DEPs within each tissue revealed no concordant regulation between transcriptomic and proteomic datasets in the AM versus AH contrast, highlighting the importance of pathway-level analyses for identifying broader biological patterns.

### Pathway-level signatures across ocular tissues

Table 5 summarizes the numbers of significantly up- and down-regulated pathways identified in each omics dataset (adj *P* ≤ 0.05; full results in Table S7). In contrast to the AH versus PH comparison, AM versus AH samples displayed a more balanced distribution of up-regulated and down-regulated pathways at the transcriptomic level. At the proteomic level, the retina and choroid also showed relatively balanced regulation, whereas the sclera was dominated by down-regulated pathways.

**Table 5.** The number of significantly up- and down-regulated pathways in AM and AH.

AM versus AH	Transcriptomics-based GSEA		Proteomics-based GSEA	
	Up-regulated	Down-regulated	Up-regulated	Down-regulated
Retina	4	13	2	0
Choroid	8	2	13	16
Sclera	9	6	9	40

Table S7. Significant KEGG signaling pathways at gene and protein levels in AM versus AH across retina, choroid, and sclera.

Heatmaps in Fig 6 provide a comparative overview of the top enriched pathways (adj *P* ≤ 0.05) across transcriptomic and proteomic datasets within the three tissues. Concordance between transcriptomic and proteomic enrichment was generally limited, with the ribosome pathway emerging as the most consistent cross-tissue signal. This pathway reached statistical significance in all datasets except the choroid proteome, and its regulation was tissue-specific: up-regulated in the sclera, down-regulated in the choroid, and discordant in the retina (down-regulated at the transcript level but up-regulated at the protein level). These patterns point toward enhanced protein synthesis in the sclera, suppressed translational capacity in the choroid, and potential post-transcriptional or compensatory regulation in the retina.

**Figure 6.**
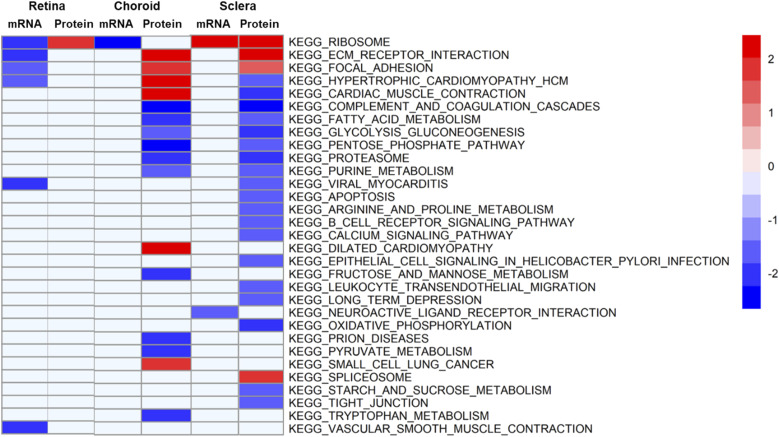
Comparison of top significantly enriched pathways between AM and AH across transcriptomic and proteomic datasets. Pathway activity is shown for retina, choroid and sclera. Red colours represent up-regulated pathways, and blue colours represent down-regulated pathways.

Structural pathways, including ECM–receptor interaction and focal adhesion, were consistently up-regulated at the protein level in the choroid and sclera but down-regulated in the retina at the transcript level. Functionally related cardiac muscle–associated pathways (e.g., hypertrophic cardiomyopathy and cardiac muscle contraction) showed tissue-dependent proteomic regulation, being up-regulated in the choroid but down-regulated in the sclera.

In contrast, several metabolic and proteostasis-related pathways were broadly suppressed at the protein level in both the choroid and sclera. These included fatty acid metabolism, glycolysis/gluconeogenesis, the pentose phosphate pathway, the proteasome, and purine metabolism, suggesting reduced metabolic activity and proteostasis capacity in these tissues during spontaneous myopia progression.

In summary, AM versus AH comparisons revealed tissue-specific regulation of structural, metabolic, and proteostasis pathways, with the ribosome pathway emerging as the most consistent yet context-dependent signal. These heterogeneous molecular responses raise the question of whether the implicated genes bear translational relevance to human myopia. Normalized enrichment scores and corresponding FDR or adjusted *P*-values of these pathways were provided in Table S8.

Table S8. Statistical metrics for cross-tissue and cross-omics pathway enrichment in AM versus AH.

### Translational relevance: GP genes linked to human myopia

We, therefore, assessed whether genes linked to myopia susceptibility and spontaneous myopia in GPs overlap with loci identified in human myopia GWAS, thereby highlighting candidates of potential translational importance. Key findings are summarized in Fig 7, which distinguishes susceptibility-related genes from those associated with spontaneous myopia progression, providing a cross-species bridge to human myopia genetics. Human myopia GWAS hits were more broadly represented among GP susceptibility genes in both the choroid and sclera, whereas overlaps with spontaneous myopia genes were concentrated in the sclera. Notably, several scleral genes, including differential expression of contactin 4 (*CNTN4*), *CYP26A1*, Potassium voltage-gated channel subfamily A member 4 (*KCNA4*), leucine-rich repeat containing 4C (*LRRC4C*), paired box 6 (*PAX6*), and RAS protein-specific guanine nucleotide-releasing factor 1 (*RASGRF1*), switched from up-regulation in susceptibility to down-regulation in spontaneous myopia, underscoring their context-dependent roles.

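In the sclera, CNTN4 (ENSCPOG00000026863) stood at 15.0 ± 7.25 CPM (SD, n = 4) in AH, 6.50 ± 1.27 in PH and 6.24 ± 3.46 in AM, with log2 fold changes of 1.21 in AH versus PH (SE 0.364, adjusted P = 0.0502) and -1.27 in AM versus AH (SE 0.364, adjusted P = 0.125). KCNA4 (ENSCPOG00000039821) stood at 2.37 ± 0.640, 0.777 ± 0.202 and 0.753 ± 0.255 CPM, with log2 fold changes of 1.61 (SE 0.351, adjusted P = 0.0103) and -1.66 (SE 0.351, adjusted P = 0.0323). LRRC4C (ENSCPOG00000014997) stood at 7.00 ± 3.41, 2.51 ± 0.330 and 3.43 ± 1.37 CPM, with log2 fold changes of 1.48 (SE 0.483, adjusted P = 0.0653) and -1.03 (SE 0.476, adjusted P = 0.419). PAX6 (ENSCPOG00000007245) stood at 101 ± 81.9, 20.8 ± 18.3 and 10.3 ± 8.63 CPM, with log2 fold changes of 2.28 (SE 0.968, adjusted P = 0.145) and -3.29 (SE 1.01, adjusted P = 0.156). RASGRF1 (ENSCPOG00000005363) stood at 12.0 ± 4.92, 5.36 ± 0.984 and 4.78 ± 2.18 CPM, with log2 fold changes of 1.16 (SE 0.750, adjusted P = 0.343) and -1.33 (SE 0.753, adjusted P = 0.571). For CYP26A1 (ENSCPOG00000021751) the log2 fold changes were 2.02 (SE 0.544, adjusted P = 0.0318) and -1.55 (SE 0.534, adjusted P = 0.233). KCNA4 was the one gene of these 6 in which AH did not overlap with PH or with AM (exact permutation P = 0.0286 each). The retinal level of a gene times the retinal share of the sclera library of the same animal, averaged over AH and less the same product in PH, came to 83.6% of the rise over PH for CNTN4, 77.8% for KCNA4, 78.5% for LRRC4C, 45.1% for PAX6, 91.4% for RASGRF1 and 9.38% for CYP26A1. With the retinal share as a covariate, the log2 fold changes in the 2 comparisons were 0.73 and -0.75 for CNTN4, 1.50 and -1.48 for KCNA4, 0.92 and -0.36 for LRRC4C, 0.03 and 0.08 for PAX6, 0.77 and -0.88 for RASGRF1 and 1.67 and -0.98 for CYP26A1. CNTN4 was called in AH versus PH without AH replicate 1 (adjusted P = 0.0201, range 0.0201 to 0.260 over all alternatives), and in AM versus AH without AH replicate 1 (0.0324) or AM replicate 3 (0.0260, range 0.0260 to 0.621). KCNA4 was no longer called in AM versus AH without AH replicate 2 (0.0638), AH replicate 3 (0.0804), AH replicate 4 (0.138), AM replicate 1 (0.0517) or AM replicate 4 (0.208), over a range of 0.00164 to 0.432. In AH versus PH, the call of KCNA4 was lost in 2 of 20 alternatives, over a range of 0.000903 to 0.181. LRRC4C was called in AH versus PH without AH replicate 1 (0.0300, range 0.0276 to 0.200) and PAX6 in AM versus AH without AH replicate 1 (0.0359, range 0.0269 to 0.999). The scleral change minus the choroidal change in AH versus PH was 1.51 on the log2 scale for CNTN4, 1.93 for CYP26A1, 2.40 for KCNA4, 1.16 for LRRC4C, 3.08 for PAX6 and 4.55 for RASGRF1. These differences had a P adjusted over the list alone, which holds 12 tests, of 0.0138, 0.0288, 0.000333, 0.125, 0.0482 and 0.00173, and over all genes of 0.0871, 0.144, 0.0103, 0.398, 0.213 and 0.0245. For AM versus AH the differences were -1.51, -0.78, -1.76, -0.92, -1.92 and -2.19 (adjusted over the list alone 0.0138, 0.298, 0.00397, 0.196, 0.187 and 0.0796, and 0.458 or more over all genes). The study chose this list on these samples, so the adjustment over the list alone is not independent evidence. Across the genes kept, which are not independent replicates, the scleral log2 fold changes of AH versus PH and AM versus AH had a Pearson r of -0.62. Both comparisons use the same AH libraries, and simulated counts with no change between groups gave a mean r of -0.50. On mean log2 CPM r was -0.55, and 43 of 100 random groupings of the 12 sclera libraries gave a value as low (median -0.50, -0.87 to 0.10). From the opposite directions of these genes in the 2 comparisons, the paper concludes that their roles depend on the context.

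**Figure D3:**
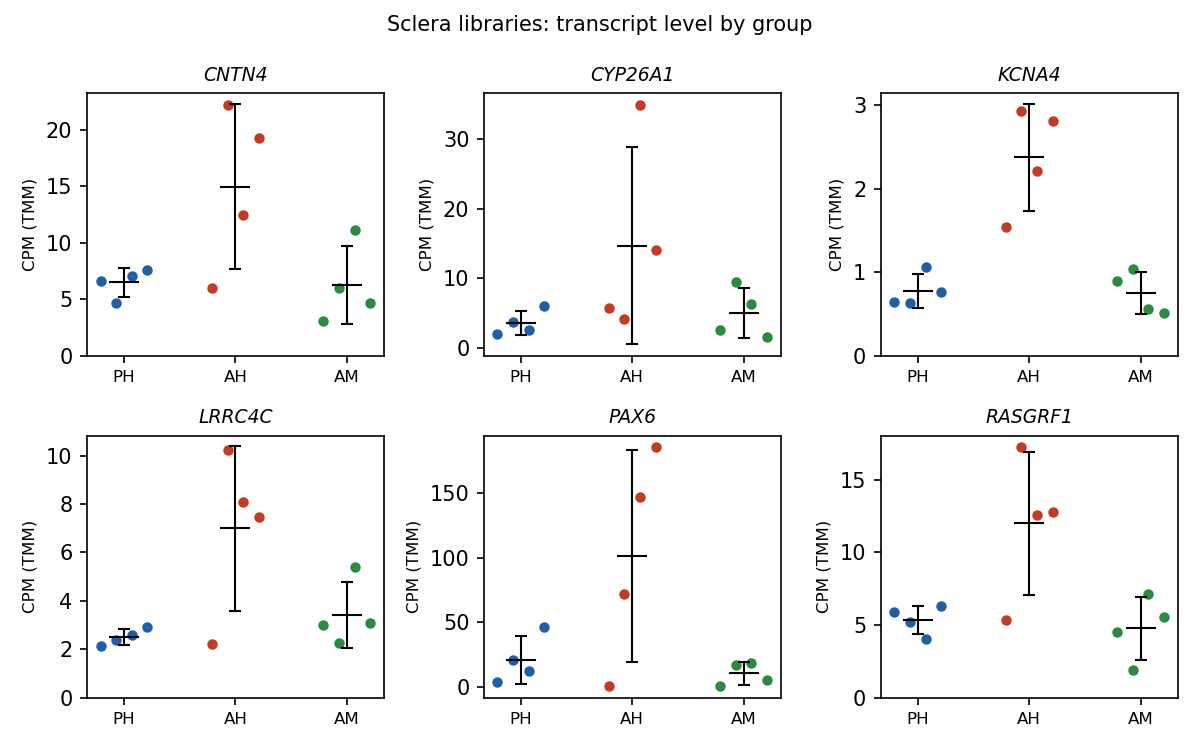
CPM after TMM scaling of CNTN4, CYP26A1, KCNA4, LRRC4C, PAX6 and RASGRF1 in PH, AH and AM sclera. Each dot is one animal's library, the dash is the group mean and the bar its SD (n = 4). PAX6 has means of 20.8, 101 and 10.3 CPM.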

**Figure 7.**
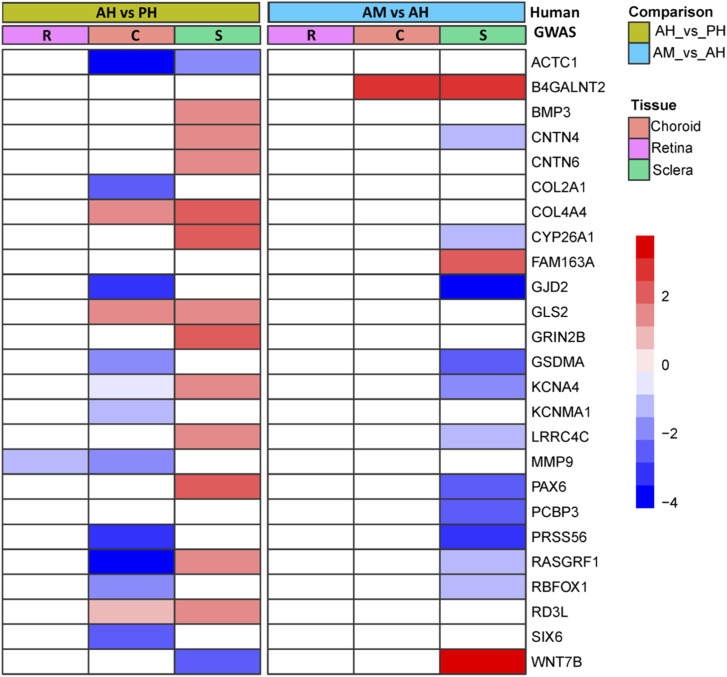
Cross-species overlap between human GWAS loci and GP DEGs across ocular tissues. Heatmap showing overlap between GP DEGs and human myopia-associated loci. The left panel depicts DEGs from AH versus PH comparison (susceptibility) and the right panel shows DEGs from AM versus AH (spontaneous myopia). Rows represent genes, and color intensity represents log fold change (red, up-regulated; blue, down-regulated). Columns are organized by tissue: retina (pink), choroid (salmon), and sclera (green).

### Validation of *CYP26A1* expression

We performed exploratory validation of *CYP26A1* expression at both the transcript and protein levels. Representative RNAscope images from the superior and inferior regions equally distant to the optic nerve head (Fig 8A) suggested region-dependent *CYP26A1* signal, with a stronger signal in the retina (Fig 8B–b1, C–c1, and D–d1), a lower signal in the RPE/choroid (Fig 8B–D), and a sparse signal in the sclera (Fig 8B–D); corresponding exploratory puncta-density measurements from the analyzed sections are summarized in Table 6. In the susceptibility condition (Fig 8C, AH), choroidal and scleral *CYP26A1* mRNA appeared higher than in controls (Fig 8D, PH), whereas retinal levels showed little difference. In the spontaneous myopia state (Fig 8B, AM), retinal and choroidal *CYP26A1* mRNA appeared elevated relative to AH, whereas scleral levels remained unchanged. These findings broadly aligned with the transcriptomic results in the sclera.

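In the RNA sequencing of the sclera, CYP26A1 stood at 5.72, 4.14, 34.9 and 14.1 CPM in AH replicates 1 to 4 (14.7 ± 14.1, SD, n = 4), at 3.60 ± 1.75 in PH and at 5.03 ± 3.60 in AM. The PH animals ranged from 2.03 to 5.98 CPM and the AM animals from 1.63 to 9.48 CPM, and both ranges overlap with that of AH (exact permutation P = 0.0857 for AH versus PH and 0.229 for AM versus AH). Its call in AH versus PH rested on single animals, with a log2 fold change of 1.15 and an adjusted P of 0.175 without AH replicate 3, 0.0664 without AH replicate 4 and 0.154 without PH replicate 3. With limma-voom the adjusted P was 0.144 and with the retinal share as a covariate 0.0630, over a range of 0.00513 to 0.256 for all alternatives.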

**Figure 8.**
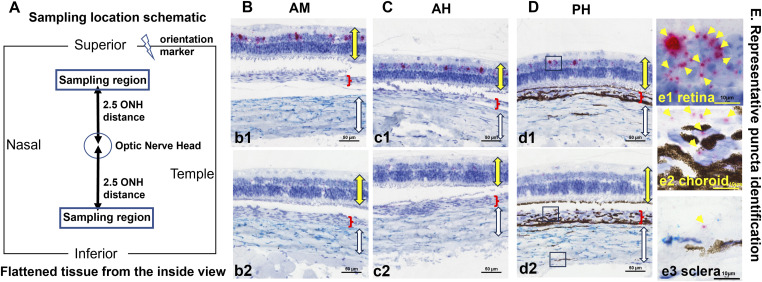
Regional distribution and exploratory assessment of condition-dependent *CYP26A1* expressions. **(A)** Sampling scheme. In the left eye, sections for RNAscope were collected at ∼2.5 optic nerve head (ONH) diameters from the ONH center in the superior and inferior regions. **(B, C, D)** Representative RNAscope images showing *CYP26A1* mRNA (red puncta) in the retina (yellow double arrows), choroid (red brackets), and sclera (white double arrows) under spontaneous myopia ((B), AM), myopia-prone ((C), AH), and myopia-resistant ((D), PH) states. For each group, the upper panel shows the superior region (b1, c1, and d1) and the lower panel shows the inferior region (b2, c2, and d2). **(E)** Representative examples of *CYP26A1* RNAscope puncta identification in the retina (e1), choroid (e2), and sclera (e3). Boxed regions are shown at higher magnification (100×), and yellow arrows indicate counted puncta used for exploratory density measurement. n = 1 animal per group (5 wk old). *CYP26A1* signal was observed mainly in the retina, with lower signal in the choroid, and sparse signal in the sclera. Images are representative of the analyzed regions and are shown for illustrative purposes only. A corresponding exploratory semi-quantitative assessment is provided in Table 6. Scale bars, 50 μm.

**Table 6.** Exploratory RNAscope puncta-density measurements (puncta per 100,000 μm^2^).

Location	Tissue	AM	AH	PH
Superior	Retina	382	261	302
	RPE/choroid	71	53	45
	Sclera	8	4	0
Inferior	Retina	116	116	148
	RPE/choroid	75	66	17
	Sclera	4	9	1
Sum	Retina	250	204	226
	RPE/choroid	73	60	31
	Sclera	12	13	1

See Fig 8E for representative examples of puncta identification.

Western blot analysis in a separate cohort (Fig 9A) provided partial support for these tissue-specific patterns. As shown by semi-quantitative densitometric (Fig 9B), retinal CYP26A1 protein expression, presented as relative fold change after normalization to total protein, did not differ significantly among groups, consistent with the transcript-level data. In the choroid, CYP26A1 protein expression showed a non-significant trend toward higher relative expression in albino eyes. In contrast, scleral CYP26A1 protein expression was significantly decreased in both AH and AM relative to PH, opposite to the corresponding mRNA pattern. Full blot images and the corresponding total protein staining are provided in Fig S1A–C. Together, these exploratory data suggest broadly concordant transcript-protein patterns for CYP26A1 in the retina and RPE/choroid but an apparent discordance in the sclera.

**Figure 9.**
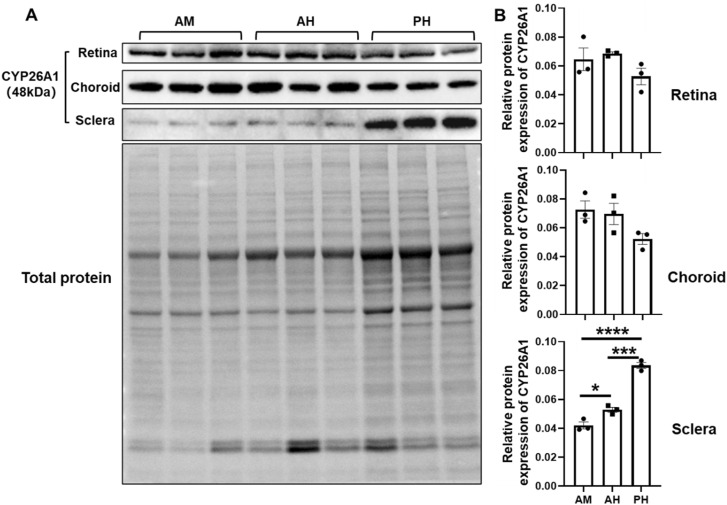
Tissue-specific assessment of CYP26A1 expression. **(A)** Representative Western blots showing CYP26A1 expression in ocular tissues, with corresponding total protein staining visualized using the No-Stain reagent for post-transfer normalization. Full blot images and the corresponding total protein staining are provided in Fig S1A–C. **(B)** Densitometric semi-quantification of CYP26A1, presented as relative fold change after normalization to the total protein signal of the corresponding lane on the same membrane (mean ± SD). No significant changes were observed in the retina or choroid, whereas scleral CYP26A1 was decreased in both the myopia-prone and spontaneous myopia groups. Data were obtained from a separate cohort of animals (n = 3 per group, 5 wk old). Statistical significance was assessed by one-way ANOVA followed by Tukey’s post hoc test; *P < 0.05, ***P < 0.001.

**Figure S1.**
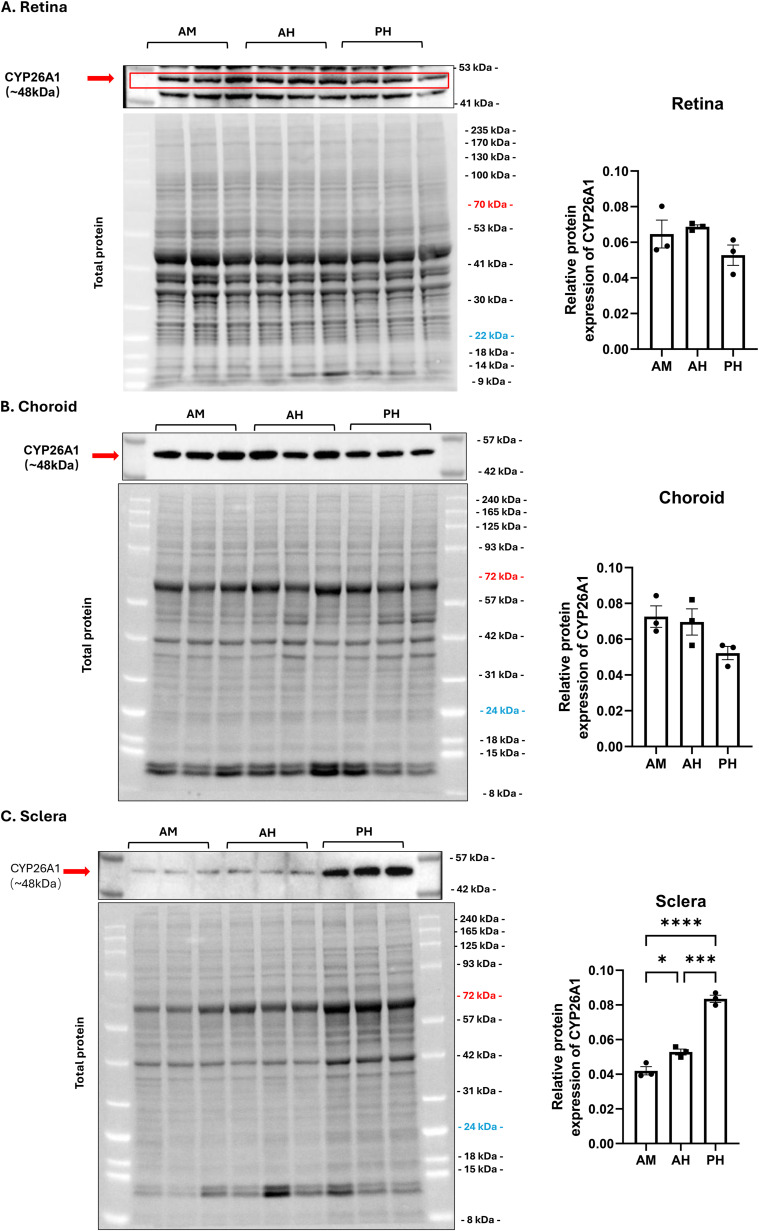
Representative total protein normalization images and corresponding CYP26A1 immunoblots across ocular tissues.

## Discussion

This study is, to our knowledge, the first to integrate high-throughput transcriptomic and proteomic profiling across the retina, choroid, and sclera to investigate molecular programs associated with myopia susceptibility and spontaneous myopia in an animal model with naturally occurring refractive error. Our dual-omics design enabled cross-tissue comparison of molecular changes across ocular layers and identified both recurrent pathways, including translation/ribosome signaling and ECM remodeling, and tissue-specific programs relevant to myopia. An important advantage of this approach is that it helps distinguish molecular signatures associated with susceptibility from those linked to progression. In myopia-prone eyes, widespread transcriptomic changes in choroid and sclera were not yet consistently reflected at the protein level, consistent with a primed regulatory state and possible post-transcriptional buffering. In contrast, spontaneous myopia showed greater transcript-protein concordance, consistent with more active remodeling.

To place these findings in a broader context, we organized the discussion around three themes: molecular features linked to myopia susceptibility, protein-level regulation in spontaneous myopia, and concordance with human myopia GWAS loci. Myopia susceptibility, as modeled here, was associated with coordinated changes in ECM-related, immune-related, and metabolism-related pathways across ocular tissues. Although the present data do not establish a mechanism, these patterns may mark a molecular environment relevant to later ocular growth regulation.

In the retina, ECM-receptor interaction pathways showed marked transcript-protein discordance: broad transcriptional down-regulation of collagens, laminins, and integrins contrasted with proteomic up-regulation of selected laminin and proteoglycan components. Although the retina is predominantly neural, ECM and basement-membrane proteoglycan systems are well represented at retinal structural interfaces, supporting the relevance of ECM-associated pathway shifts in this tissue (Keenan et al, 2012). This pattern suggests that, despite reduced ECM-related transcripts, key structural proteins may be maintained through selective translation, differential turnover, or protein stabilization (Aisenbrey et al, 2006). Such regulation may help preserve basement-membrane integrity and mechanotransductive responsiveness in the retina.

In parallel with the retinal findings, the choroid showed susceptibility-associated changes in neurochemical, redox, and contractile-associated pathways. Down-regulation of the GABA transporters SLC6A11 and SLC6A1 indicates altered GABA-related signaling, consistent with previously reported strain-dependent differences in scotopic ERG responses (Jiang et al, 2025). Reduced NEFL, TNNT3, and MYH1 may reflect diminished contractile or cytoskeletal responsiveness. Shared down-regulation of GSTK1, in addition, indicates increased oxidative vulnerability. Together, these changes support the view that the choroid may serve as an intermediate regulatory tissue in which neural-associated, metabolic, redox, and biomechanical influences converge before overt elongation (Tedja et al, 2018).

In the sclera, broad transcriptomic down-regulation of immune-related pathways contrasted with proteomic up-regulation of complement and coagulation cascades, again indicating marked transcript-protein discordance. Given prior evidence implicating cytokines and immune pathways in myopia development in both humans (Yuan et al, 2019; Jiang et al, 2024) and animal models (Lin et al, 2016; Xiao et al, 2025), one interpretation is that transcriptional immune quiescence may coexist with selective protein-level activation of complement-related pathways. Such a state could permit remodeling-related immune surveillance, although limiting excessive inflammatory or cross-linking responses (Riddell & Crewther, 2017; Zeng et al, 2023), thereby favoring a more compliant scleral matrix, a biomechanical condition linked to axial elongation.

Consistent with these tissue-specific differences, the choroid and sclera showed complementary metabolic features, with ribosome up-regulation in the choroid suggesting increased translational capacity, whereas down-regulation of oxidative phosphorylation, arginine–proline metabolism, and cytochrome P450 pathways in the sclera indicated a relatively hypometabolic state.

Together, these findings support a cross-tissue framework in which retinal structural signaling, choroidal neurochemical and metabolic integration, and scleral immune-metabolic remodeling are each associated with myopia susceptibility. Although some differences are also likely to reflect pigmentation biology and broader strain-specific background effects, circadian influences, including potential effects of melatonin signaling, cannot be fully excluded in the PH versus AH comparison, even though this risk was minimized by standardized housing conditions and a restricted tissue-collection window. The overall pattern suggests that susceptibility involves coordinated but tissue-specific molecular states across adjacent ocular layers. Subsequent divergence in eye growth, however, is likely to depend not only on these baseline molecular features but also on physiological responses that emerge during the induction phase.

The transition from widespread transcript-protein discordance in the susceptibility state to greater concordance in spontaneous myopia is consistent with a shift from regulatory priming toward more active molecular execution. In this framework, concordance across omics layers is more consistent with engagement of downstream remodeling processes, whereas discordance is more compatible with buffering or preparatory regulatory states. In spontaneously myopic eyes, most pathways were regulated in the same direction across the retina, choroid, and sclera, suggesting a more coordinated phase of tissue remodeling associated with myopia.

The ribosome pathway displayed the clearest multi-tissue divergence, revealing distinct translational dynamics across ocular layers. Ribosomal genes were down-regulated in the retina and choroid but up-regulated in the sclera, indicating sclera-specific transcriptional activation of protein synthesis. At the protein level, ribosomal components were up-regulated in both the retina and sclera, suggesting enhanced translational efficiency or protein stabilization in the retina despite transcriptional suppression. Shared down-regulation of ribosome-associated regulators, such as *RRN3* and *ZBTB39*, further points to common translational control nodes. Elevated ribosomal activity in the sclera likely supports ECM remodeling and proteostasis under endoplasmic reticulum stress, both of which have been implicated in myopic sclera (Zhu et al, 2020). By contrast, ribosomal down-regulation in the choroid aligns with its thinning in spontaneously myopic animals (Jiang et al, 2022) and with reports of choroidal atrophy in pathologic myopia (Ohno-Matsui et al, 2016). Similar ribosomal alterations have been reported in defocus-induced chick myopia retina (Riddell et al, 2018), suggesting that translational regulation is a conserved hallmark of myopic eye growth across models (Metlapally & Wildsoet, 2015).

ECM–receptor interaction and focal adhesion pathways also showed a clear retina-to-sclera transition, with transcriptional down-regulation in the retina but proteomic up-regulation in the choroid and sclera. These pathways coordinate cell adhesion, matrix turnover, and mechanotransduction, and their protein-level enrichment likely reflects the implementation of matrix remodeling during ocular elongation. In parallel, contractility-related signaling was also altered in spontaneous myopia. Down-regulation of a contractility-associated pathway annotated as hypertrophic cardiomyopathy in the choroid in AM versus AH may indicate attenuated contractile or cytoskeletal tension during progressive remodeling (Bianco et al, 2024). Together with the choroidal thinning observed in spontaneously myopic animals (Jiang et al, 2022), this finding is consistent with altered biomechanical and vascular regulation during ocular elongation (Zhou et al, 2021). The consistent up-regulation of developmental regulators such as ZIC3 and BTC across tissues further suggests persistence of a conserved pro-growth program despite tissue-specific divergence during spontaneous-myopia pathogenesis.

Beyond contractile and structural remodeling, spontaneously myopic eyes were marked by broad metabolic reprogramming (Hou et al, 2023). Pathways including complement and coagulation cascades, fatty acid metabolism, glycolysis/gluconeogenesis, pentose phosphate pathway, proteasome, and purine metabolism were consistently down-regulated across the choroid and sclera. Selective up-regulation of proteins such as NFYA and SPCS1 in certain tissue pairs suggests stabilization of key transcriptional and translational regulators amid global metabolic suppression. Together, these changes are consistent with a shift toward an energy-conserving (Lin et al, 2024b), matrix-remodeling phenotype (Harper & Summers, 2015), in which resources are redirected from biosynthesis toward tissue adaptation during ocular elongation.

It is worth noting that regulators such as ZIC3, BTC, NFYA, and RRN3 were recurrently identified across tissues. Although this does not imply direct cross-tissue coordination, it suggests that a limited set of transcriptional and translational nodes may be associated with molecular changes in more than one ocular compartment in the spontaneous-myopia state.

Integrating the multi-tissue findings suggests that the transition from susceptibility-associated to spontaneously myopic state involves a gradual molecular shift rather than an abrupt change. In contrast to the near-complete retinal pathway switch observed in induced myopia models (Tkatchenko et al, 2018), the retina in spontaneous myopia showed only subtle, sustained transcriptional changes, suggesting that intrinsic signaling rather than visual feedback predominates. The choroid and sclera maintained overlapping pathways across both susceptibility and spontaneous myopia—including focal adhesion, complement and coagulation cascades, glycolysis/gluconeogenesis, and the pentose phosphate pathway—implying continuous engagement of structural and metabolic remodeling mechanisms. The reciprocal regulation of glycolysis/gluconeogenesis and the pentose phosphate pathway may reflect metabolic reprogramming toward rapid ATP generation at the expense of biosynthetic and antioxidant capacity (Yu et al, 2020), consistent with the energetic demands of ECM remodeling and vascular adaptation (Lin et al, 2024a; Baksh et al, 2024). Together, these data indicate that in the susceptibility-associated AH state, shared choroidal–scleral programs may support later elongation through coordinated metabolic, vascular, and structural remodeling.

Overall, these findings support a two-phase model of spontaneous myopia: retinal transcriptional changes may contribute to a permissive environment for growth, whereas the choroid and sclera show molecular features associated with the biomechanical and structural remodeling linked to axial elongation. Unlike induced paradigms, spontaneous myopia may represent a more intrinsically regulated, tissue-coupled progression. In line with human data, myopic eyes exhibit reduced responsiveness to growth-inhibitory cues in the choroid when subjected to plus-lens treatment (Swiatczak & Schaeffel, 2022), further suggesting that spontaneous elongation is shaped by inherent growth programs as well as external visual influences.

Comparison with human GWAS data revealed a similar overall pattern: risk loci were broadly represented in both choroid and sclera among susceptibility-associated genes, but were concentrated in the sclera among myopia-related genes. This supports a model in which genetic susceptibility primes both choroidal and scleral tissues, whereas scleral remodeling becomes more prominent during structural progression.

This interpretation is consistent with large-scale GWAS showing that refractive error is genetically heterogeneous and influenced by genes expressed across multiple ocular tissues (Hysi et al, 2020). Several established myopia-associated genes, including *CNTN4, CYP26A1, KCNA4, LRRC4C, PAX6*, and *RASGRF1*, were detected in both myopia-susceptible and spontaneously myopic GPs. Although many of these loci are best known for roles in neurodevelopment and synaptic regulation (Nishina et al, 1999; Fernandez-Medarde et al, 2009; Choi et al, 2019; Bamford et al, 2024), their expression in the choroid and sclera, however, implicates ECM organization, fibroblast-related remodeling, retinoic acid signaling, and mechanotransduction in ocular growth (Abu-Abed et al, 2001; Lobler et al, 2013; Uhlen et al, 2015). This is in line with GWAS and transcriptomic studies linking neuronal development and ECM pathways to myopia susceptibility and progression (Kiefer et al, 2013; Palumaa et al, 2024).

CYP26A1 provides a representative example of this multi-level regulation. In our data, *CYP26A1* mRNA was increased in the retina and choroid in the susceptibility and/or spontaneous-myopia comparisons, broadly consistent with reports of elevated retinal and choroidal retinoic acid in experimental myopia (McFadden et al, 2004). However, CYP26A1 protein did not increase correspondingly: semi-quantitative Western blot showed only a non-significant upward trend in the choroid but a significant decrease in the sclera. This transcript-protein discordance is compatible with post-transcriptional regulation, altered protein stability, or rapid turnover. In this context, AH should not be viewed as a simple linear intermediate between PH and AM. Rather, AH may represent a distinct susceptibility-associated state that remains phenotypically hyperopic although already showing RA-related regulatory alterations, whereas transition to AM may involve additional reprogramming or loss of compensatory regulation rather than uniform continuation of early changes. Thus, opposite directionality in some GWAS-linked genes does not argue against susceptibility but instead supports the view that predisposition and progression represent biologically distinct phases.

More broadly, *CYP26A1*/CYP26A1 illustrates how GWAS-linked susceptibility may first be reflected at the transcriptional level, whereas the sclera exhibits a distinct protein-level pattern more consistent with remodeling-related execution. Further studies of CYP26 enzymatic activity, RA metabolites, and cell-type-specific expression will be needed to distinguish among altered protein stability, reduced enzymatic function, and increased RA synthesis as the dominant mechanism. Integration of bulk multi-omics with single-cell or spatial transcriptomic approaches will be needed to define the cell-type localization of *CYP26A1*/CYP26A1, particularly in choroid and sclera, where the present data indicate transcript-protein discordance. Recent single-cell work in the guinea pig retina highlights the feasibility of this direction (Chen et al, 2025), although equivalent resources for the posterior wall remain limited.

These findings suggest a two-stage framework in which GWAS-prioritized genes may contribute first to a priming phase involving the retina and choroid and later to a more sclera-centered remodeling phase. Defining the regulatory checkpoints that separate early priming from later structural execution may help identify stage-specific intervention windows, such as targeting retinal or retinoid signaling early to limit initiation, or modulating scleral matrix remodeling to slow progression once myopia is established.

This study has several limitations that should be considered when interpreting the findings. First, transcriptomic and proteomic analyses were conducted in separate animal cohorts with limited sample sizes, which may have introduced individual variability, reduced power to detect gene–protein concordance or discordance, and precluded assessment of sex-specific molecular effects. Second, tissue dissection and bulk-layer analysis may have masked region-specific differences, particularly given the spatially restricted mRNA clustering observed in the retina, whereas RNAscope validation was exploratory, performed on a small number of samples without biological replicates, and therefore provides qualitative rather than definitive quantitative confirmation. Third, transcriptomic and proteomic profiles were assessed at a single developmental time point, and validation experiments were performed in slightly older animals (5 versus 2 wk), limiting direct interpretation of temporal relationships and introducing potential developmental differences in pathway activity. Finally, although several key genes and pathways were identified, functional studies will be required to establish causality and determine whether these molecular changes directly drive myopia susceptibility and spontaneous myopia.

Despite these limitations, the integration of transcriptomic and proteomic data across multiple ocular coats provided a powerful systems-level view of myopia development, increasing confidence in the biological relevance of the findings. Taken together, these findings provide an integrated cross-tissue framework for understanding molecular states associated with myopia susceptibility and spontaneous myopia. They highlight candidate pathways for future mechanistic investigation and support the value of spontaneous myopia as a complementary model for studying biological processes relevant to myopia susceptibility and progression.

## Materials and Methods

### Experimental design

The primary aim of this study was to explore molecular signaling networks associated with eye growth and their links to myopia susceptibility and spontaneous myopia through a multi-omics approach. Two GP strains were included: albino animals, which exhibit either spontaneous myopia or hyperopia and represent a myopia-prone strain with an inherited background that may contribute to the greater susceptibility to myopia induction observed in prior work, and pigmented GPs with hyperopia, which served as a myopia-resistant strain.

Both male and female animals were included in this study. For omics analyses, samples were grouped according to refractive phenotype, and sex-stratified analyses were not performed because of the limited sample size within each group.

Retina, choroid, and sclera tissues were dissected for transcriptomic and proteomic analyses. The comparison of AH versus PH was used to identify molecular signatures associated with susceptibility, whereas the comparison of AM versus AH was used to explore the molecular features associated with spontaneous myopia. The overall experimental design is summarized in Fig 10.

**Figure 10.**
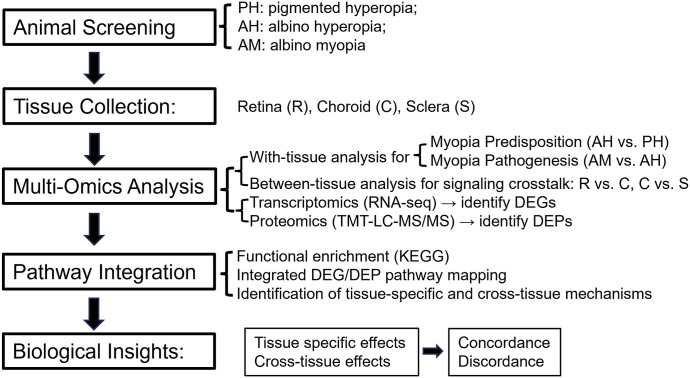
Experimental design. Comparison within the same tissue and between different refractive groups. DEGs, differentially expressed genes; DEPs, differentially expressed proteins; AH, albino hyperopic GPs; PH, pigmented hyperopic GPs; AM, albino myopic GPs.

### Animals and housing

Albino and pigmented GPs (Elm Hill Labs) were maintained on a 12-h light/12-h dark cycle with ad libitum access to water and food and were bred on site. Breeding pairs were restricted to unrelated animals, and pups remained with their parents until P14. All animal care and experimental procedures adhered to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. Protocols were approved by the Institutional Animal Care and Use Committee of SingHealth (AAALAC Accredited, 2021/SHS/1640).

### Refractive error screening and grouping

Refractive error was initially assessed at postnatal day 7. Based on the bimodal distribution observed in our previous study (Jiang et al, 2011), representative albino pups with typical myopia or hyperopia and pigmented pups with hyperopia were selected for follow-up. Cycloplegic refraction was confirmed at P14, and only animals showing consistent bilateral myopia or hyperopia at both time points were included.

Cycloplegic refraction was measured in awake animals using streak retinoscopy 30 min after topical instillation of 1% cyclopentolate hydrochloride (Bausch & Lomb) in the morning. Data are reported as spherical equivalents (SE) with a precision of ±0.25 D. Axial length (AL) was measured in awake animals using A-scan ultrasonography (10 MHz PacScan 300A; Sonomed Escalon) after topical corneal anesthesia with 0.5% Alcaine eye drops (Alcon).

Three experimental groups were established: albino myopic (AM, n = 9; SE: −4.00 D to −10.00 D), albino hyperopic (AH, n = 9; SE: +3.00 D to +8.00 D), and pigmented hyperopic (PH, n = 9; SE: +3.00 D to +8.00 D). For each animal, one eye was used for transcriptomic analysis (n = 4 per group) or proteomic analysis (n = 5 per group), and the other eye was reserved for other procedures.

### Tissue dissection

All tissue dissections were performed in the early afternoon (1:00–4:00 pm), and freshly enucleated eyes were kept on ice throughout the procedure. The anterior segment was removed via a perilimbal incision, followed by gentle removal of the lens and vitreous. The retina was carefully scraped and collected into 1.5 ml tubes. The eyecup was then radially cut and flattened, and the choroid (with residual RPE) was gently separated from the sclera and collected using fine tweezers. The remaining scleral tissue was cut into smaller pieces and collected. All tissues were flash-frozen in liquid nitrogen. Proteomic samples were stored at −80°C. For transcriptomic analysis, RNAProtect (QIAGEN) was added before storage at 4°C (short-term, ≤4 wk) or −20°C (long-term) until further processing.

### Transcriptomic analysis

Tissues were homogenized in lysis buffer using a TissueLyzer II bead homogenizer (QIAGEN) at 4°C with one 5-mm stainless steel bead per sample. Tissues were washed with Buffer RPE (QIAGEN), and RNA was extracted using the RNeasy Plus Mini Kit (QIAGEN) for retina and choroid or the RNeasy Fibrous Tissue Mini Kit (QIAGEN) for sclera. RNA purity was assessed by 260/280 nm absorbance ratios (2.11–2.13) on a NanoDrop spectrophotometer (Thermo Fisher Scientific), and RNA integrity was assessed by RNA Integrity Number (RIN = 9.0–10.0) using the RNA Nano 6000 kit on the Agilent 2100 Bioanalyzer (Agilent).

Sequencing libraries were prepared using the TruSeq Stranded mRNA Kit (Illumina), with 300 ng of total RNA as input for most samples and 170 ng for one sample, both within the manufacturer’s recommended range. Library fragment size was then determined by the Agilent 2100 Bioanalyzer using the DNA1000 kit. Libraries were sequenced on the Illumina HiSeq4000 System with 150-bp paired-end reads, generating ∼60–65 million read pairs per sample, sufficient to detect high, moderate, and low-expression genes.

Raw sequencing quality was assessed using FastQC v0.11.9 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Adapter trimming was performed with Trimmomatic v0.36, (Bolger et al, 2014) followed by a second FastQC check to confirm complete adapter removal. Trimmed reads were aligned to the *Cavia porcellus* reference genome (CavPor3.0, ENSEMBL 100 [Howe et al, 2021]) using STAR v2.7.5+ (Dobin et al, 2013). Gene counts were generated with htseq-count v0.13.5 (Putri et al, 2022). The raw and processed sequencing data are available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE256200.

For limma analyses, normalized log counts were modeled using a linear model with design = ∼batch + condition. Empirical Bayes moderation was applied using default parameters, and contrasts were specified to compare AH versus PH and AM versus AH within each tissue. Differential expression analysis was performed using limma with empirical Bayes moderation (Gentleman et al, 2004; Love et al, 2014; Huber et al, 2015). Genes with average counts ≤5 were excluded. DEGs were identified primarily using adjusted *P*-values for formal reporting, whereas nominal *P*-values and fold changes were used for visualization and rank-based downstream analyses. The full limma analysis script is provided as Supplemental Data 1 to facilitate reproducibility.

Supplemental Data 1. R Scripts.

### Proteomic analysis

Tissue lysis and protein extraction were performed using the EasyPep Mini MS Sample Prep Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Protein concentration was determined using the DC Protein Assay (Bio-Rad Laboratories Inc.). Extracted peptides were reconstituted in kit assay solution, and peptide concentration was quantified with the Pierce Quantitative Fluorescent Peptide Assay (Thermo Fisher Scientific).

Peptides were labeled after the TMTpro 16plex Label Reagent Set protocol (Thermo Fisher Scientific). Aliquots of the peptide solutions from 15 samples of each tissue (retina, choroid, and sclera) were pooled and fractionated into eight fractions using the Pierce High pH Reversed-Phase Peptide Fractionation Kit (Thermo Fisher Scientific). Fractions were reconstituted in 0.1% formic acid and 5% acetonitrile, then analyzed on an EASY-nLC 1200 system coupled to an Orbitrap Exploris 480 mass spectrometer (Thermo Fisher Scientific). Liquid chromatography–tandem mass spectrometry (LC–MS/MS) data were processed in Proteome Discoverer v2.5 (Thermo Fisher Scientific) and searched against the Guinea pig Uniprot Reference Proteome (32,019 proteins, computationally analyzed). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al, 2025) partner repository with the dataset identifier PXD069847.

Given the limited sample size and lower sensitivity of proteomic measurements relative to RNA sequencing, nominal *P*-values (*P* < 0.05) combined with a more stringent fold-change threshold (|log_2_FC| > 0.75) were used to identify DEPs for integrative analyses.

PCA was conducted after applying a variance-stabilizing transformation from the DEP package to correct for dispersion and normalization factors. PCA plots were generated using the *prcomp* function in R v4.1.2 and customized with ggplot2 v3.1.1 (Wickham, 2016).

To assess tissue-specific and cross-tissue patterns, overlap analyses were performed for up-regulated and down-regulated genes and proteins, as well as between transcriptomic and proteomic layers. Because of variable numbers of differentially expressed biomolecules, we applied adaptive thresholds for selection. For within-layer comparisons, the top 1% of genes or proteins were selected based on a combined score calculated as log_2_ (fold change) × –log_10_ (*P*-value).

### Pathway enrichment analysis

Pathway enrichment analyses were performed using rank-based Gene Set Enrichment Analysis (GSEA v3.0), thereby avoiding reliance on arbitrary significance cutoffs and enabling detection of coordinated but modest changes across gene and protein sets.

Biological pathways were sourced from the Kyoto Encyclopedia of Genes and Genomes (KEGG; c2.cp.kegg.v7.2.symbols.gmt) via the Molecular Signatures Database (MSigDB; https://www.gsea-msigdb.org/gsea/msigdb). Unless otherwise noted, pathways with an adjusted enrichment *P*-value ≤ 0.05 were considered significant.

### Integration with published myopia genetics

To place our findings in the context of human myopia genetics, we cross-referenced DEGs with loci reported in GWAS. A reference list of myopia-associated genes was compiled from three comprehensive reviews (Cai et al, 2019; Tedja et al, 2019; Wang et al, 2022), supplemented by GWAS published in PubMed between 2020 and 2022 (Hysi et al, 2020; Tideman et al, 2021; Fuse et al, 2022). This integrative framework enabled us to identify molecular overlaps between our multi-omics datasets and established human myopia loci, thereby strengthening the translational relevance of our findings and their potential applicability to human myopia research.

### RNAscope in situ hybridization

RNAscope in situ hybridization was performed using the RNAscope 2.5 HD Duplex Detection Kit (Advanced Cell Diagnostics) according to the manufacturer’s instructions. Briefly, paraffin-embedded eye sections were deparaffinized, subjected to target retrieval and protease treatment, and hybridized with the CYP26A1 probe (red, catalog number: 1327281-C2). Signal detection was carried out using the chromogenic duplex system provided in the kit. Slides were counterstained with hematoxylin, air-dried, and mounted with a permanent mounting medium before imaging.

### RNAscope image analysis

RNAscope images were acquired using a Nikon Eclipse microscope (Nikon Corporation) at 20×, 40×, and 100× magnification. Images used for puncta counting were analyzed primarily at 40×, with 100× examination used where necessary to resolve closely clustered signals. Images were opened in Fiji (ImageJ, NIH), and spatial calibration was applied using microscope metadata to set the scale in μm/pixel. For each section, the entire visible area of each tissue layer, retina, choroid, and sclera, was manually outlined using the Freehand Selection tool. These whole-layer outlines were used to define the measurement areas for puncta counting, rather than selecting smaller subregions within each tissue. This procedure was repeated for sections from both the superior and inferior regions of the posterior eye. The outlined tissue-layer areas were measured (μm^2^) using the Measure function. CYP26A1 RNAscope puncta were counted manually by visual inspection across the entire outlined area of each tissue layer in a blinded manner. For each tissue layer, dot counts were normalized to the corresponding measured tissue-layer area and expressed as puncta per 100,000 μm^2^.

### Western blotting

Total protein was extracted from tissues using RIPA lysis buffer (R0010-100; BIO-RAD Laboratories). Protein concentrations were determined in duplicate using the BCA Protein Assay Kit (23227; Thermo Fisher Scientific). Equal amounts of protein (30 μg per lane) were resolved on 10% SDS–polyacrylamide gels and transferred to polyvinylidene fluoride (PVDF) membranes (88518; Thermo Fisher Scientific).

After transfer, total protein on the PVDF membranes was labeled using the No-Stain Protein Labeling Reagent (A44449; Thermo Fisher Scientific) according to the manufacturer’s instructions and imaged for total protein normalization. Membranes were then blocked with 5% skim milk and incubated overnight at 4°C with primary antibody against CYP26A1 (MBS9140790, 1:1,000; MyBioSource). After three washes with TBST, membranes were incubated with horseradish peroxidase-conjugated anti-rabbit IgG secondary antibody (211-032-171, 1:10,000; Jackson ImmunoResearch) for 1 h at room temperature. Immunoreactive bands were detected using chemiluminescence (SignalFire Plus ECL Reagent, #12630; Cell Signaling Technology) and imaged with a ChemiDoc MP Imaging System (BIO-RAD Laboratories). All images used for densitometric analysis were acquired under non-saturated exposure conditions.

Band densitometry was performed using ImageJ (NIH). CYP26A1 band intensity was normalized to the corresponding total protein signal from the same lane on the same membrane. Total protein was quantified as the integrated density of each sample lane within the detectable molecular weight range, excluding background. Data are presented as relative fold change in normalized CYP26A1 expression from three biological replicates.

### Statistical analysis

Refractive error and axial length at P14 in the animals pre-selected for omics profiling were analyzed using one-way ANOVA across AH, AM, and PH groups, followed by Tukey’s multiple-comparisons test. Western blot densitometric data, after normalization to the corresponding total protein signal, were analyzed using the same approach. Data are presented as mean ± SD unless otherwise indicated. As the omics cohort was pre-selected on the basis of refractive phenotype, the analysis shown in Fig 1 was intended to document the phenotypic characteristics of the selected animals, rather than to provide an unbiased estimate of group differences in the source population. Western blot results were derived from three independent biological replicates per group and are, therefore, presented as supportive evidence, to be interpreted with appropriate caution. Statistical significance was defined as *P* < 0.05.

## Supplementary Material

Reviewer comments

## Data Availability

The raw and processed sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) with the link https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE256200. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD069847. All other relevant data supporting the findings of this study are available within the article and its supplementary files.

# Supplementary material for: Cross-tissue dual-omics analysis reveals molecular programs linked to myopia susceptibility and progression
**Source:** Life Sci Alliance. 2026 Jun 29;9(9):e202503595. doi: 10.26508/lsa.202503595
**Supplement:** Supplementary file 4

Supplementary Table S4. Statistical metrics for cross-tissue and cross-omics pathway enrichment in AH versus PH

# Supplementary material for: Cross-tissue dual-omics analysis reveals molecular programs linked to myopia susceptibility and progression
**Source:** Life Sci Alliance. 2026 Jun 29;9(9):e202503595. doi: 10.26508/lsa.202503595
**Supplement:** Supplementary file 8

Supplementary Table S8, Statistical metrics for cross-tissue and cross-omics pathway enrichment in AM versus AH

| **AM vs AH** | **Retina** | | **Choroid** | | **Sclera** | |
| --- | --- | --- | --- | --- | --- | --- |
| **Enrichment pathways** | **mRNA** | **Protein** | **mRNA** | **Protein** | **mRNA** | **Protein** |
| **Ribosome** | **NES = -1.94**  **FDR = 0.03** | **NES = 1.73**  **P = 0.006** | **NES = -2.19**  **FDR = 0.001** |  | **NES = 2.33**  **FDR = 0.00** | **NES = 2.23**  **FDR < 0.001** |
| **ECM receptor interaction** | **NES = -1.80**  **FDR < 0.05** |  |  | **NES = 2.44**  **FDR = 0.00** |  | **NES = 2.23**  **FDR < 0.001** |
| **Focal adhesion** | **NES = -1.75**  **FDR = 0.08** |  |  | **NES = 1.98**  **FDR = 0.001** |  | **NES = 1.41**  **FDR = 0.1** |
| **Hypertrophic cardiomyopathy** | **NES = -1.73**  **FDR = 0.07** |  |  | **NES = 2.05**  **FDR < 0.001** |  | **NES = -1.70**  **FDR = 0.03** |
| **Cardiac muscle contraction** |  |  |  | **NES = 2.12**  **FDR < 0.001** |  | **NES = -1.97**  **FDR = 0.004** |
| **Complement and coagulation cascades** |  |  |  | **NES = -2.53**  **FDR < 0.001** |  | **NES = -2.41**  **FDR < 0.001** |
| **Fatty acid metabolism** |  |  |  | **NES = -2.08**  **FDR = 0.002** |  | **NES = -1.70**  **FDR = 0.03** |
| **Glycolysis gluconeogenesis** |  |  |  | **NES = -1.92**  **FDR = 0.01** |  | **NES = -2.08**  **FDR < 0.001** |
| **Pentose phosphate pathway** |  |  |  | **NES = -2.36**  **FDR < 0.001** |  | **NES = -1.62**  **FDR < 0.05** |
| **proteasome** |  |  |  | **NES = -1.86**  **FDR = 0.01** |  | **NES = -1.84**  **FDR = 0.007** |
| **Purine metabolism** |  |  |  | **NES = -1.66**  **FDR = 0.06** |  | **NES = -1.65**  **FDR < 0.05** |
| **Viral myocarditis** | **NES = -1.90**  **FDR = 0.01** |  |  |  |  | **NES = -1.65**  **FDR = 0.04** |
| **Apoptosis** |  |  |  |  |  | **NES = -1.62**  **FDR = 0.05** |
| **Arginine and proline metabolism** |  |  |  |  |  | **NES = -1.76**  **FDR = 0.02** |
| **B-cell receptor signaling pathway** |  |  |  |  |  | **NES = -1.62**  **FDR = 0.05** |
| **Calcium signaling pathway** |  |  |  |  |  | **NES = -1.77**  **FDR = 0.02** |
| **Dilated cardiomyopathy** |  |  |  | **NES = 2.00**  **FDR < 0.001** |  |  |
| **Epithelial cell signaling in helicobacter pylori infection** |  |  |  |  |  | **NES = -1.58**  **FDR = 0.06** |
| **Fructose and mannose metabolism** |  |  |  | **NES = -2.05**  **FDR = 0.004** |  |  |
| **Leukocyte transendothelial migration** |  |  |  |  |  | **NES = -1.62**  **FDR = 0.05** |
| **Long term depression** |  |  |  |  |  | **NES = -1.62**  **FDR < 0.05** |
| **Neuroactive ligand receptor interaction** |  |  |  |  | **NES = -1.79**  **FDR = 0.01** |  |
| **Oxidative phosphorylation** |  |  |  |  |  | **NES = -1.90**  **FDR = 0.005** |
| **Prion diseases** |  |  |  | **NES = -1.86**  **FDR = 0.01** |  |  |
| **Pyruvate metabolism** |  |  |  | **NES = -1.90**  **FDR = 0.01** |  |  |
| **Small cell lung cancer** |  |  |  | **NES = 2.01**  **FDR < 0.001** |  |  |
| **spliceosome** |  |  |  |  |  | **NES = 1.93**  **FDR = 0.006** |
| **Starch and sucrose metabolism** |  |  |  |  |  | **NES = -1.74**  **FDR = 0.02** |
| **Tight junction** |  |  |  |  |  | **NES = -1.74**  **FDR = 0.02** |
| **Tryptophan metabolism** |  |  |  | **NES = -2.01**  **FDR = 0.004** |  |  |
| **Vascular smooth muscle contraction** | **NES = -1.92**  **FDR = 0.02** |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

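The data are RNA sequencing counts from the retina, choroid and sclera of 12 guinea pigs at postnatal day 14, with 4 AH, 4 AM and 4 PH animals, in 36 libraries. The authors trimmed the reads, aligned them to CavPor3.0 with STAR and counted them on Ensembl genes with htseq-count. The table holds integer counts that carry no normalization and no correction for batch. It has 26855 genes, of which 5203 have no count in any library. Totals per library ran from 29324585 to 95861607 counts on genes, so that 1 CPM stands for about 29 to 96 counts, and counting error is small against the spread between animals except for genes with few counts. Those genes are given with their counts and a 95% interval.

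Each library was assigned to its tissue, strain and refractive group by its title. The 2 libraries of AH replicate 4 whose tissue fields disagree with their titles were kept, and an alternative left them out. The proteomic data and the in situ hybridization are not analysed here. Symbols were taken from the paper's Tables S1 and S5, which pair 1420 identifiers with a symbol, so a gene in neither table carries no symbol here. PMEL, SAT2, NFYA, SPCS1, ZBTB39 and RRN3, which the paper names as proteins, have no identifier in these tables and were left out.

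Computation was done in R 4.3.3. Counts were scaled with TMM in edgeR 4.0.16, genes with more than 1 CPM in at least 4 libraries were kept (15675), and all libraries were fitted together with 9 group means by glmQLFit. Comparisons were tested with glmQLFTest, with Benjamini-Hochberg adjustment over the genes kept in each comparison. DEGs were counted at an adjusted P below 0.05, at an absolute log2 fold change of at least 1.2 with an unadjusted P of at most 0.05, and at a 1.2-fold change with the same unadjusted P. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F. Lists of the top 1% of genes held 157 genes per tissue and direction, ranked by log2 fold change times -log10 P. Principal components were computed on log2 CPM with a prior count of 2, with each gene scaled. Exact permutation tests were two-sided and ran over 70 arrangements. Simulated counts with 200 genes changed 4-fold in the sclera of AH versus PH were used to test the steps. There edgeR recovered 86.0% of the changed genes with 6.52% false calls among 184, and limma-voom recovered 82.0% with 10.4% among 183. These counts were drawn for each gene independently, without an effect of the name form or a spread of retinal share between sclera libraries. The rates of false calls therefore do not carry over to the real libraries.

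The genes given by name are those the paper's results name for a transcript change and, in each comparison of AH versus PH and AM versus AH, the 3 with the largest absolute log2 fold change among those past the adjusted P whose groups do not overlap. The values in the paper's tables had been seen when this rule was written. The choices of model, thresholds and alternatives were made before the data were examined, apart from those named here as chosen later.

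The alternatives were limma-voom (limma 3.58.1), DESeq2 1.42.0, RLE size factors, no filter, each tissue fitted alone, a filter on a mean count above 5 in the tissue, a replicate block, the animal as a random block, the libraries with conflicting labels left out, and each animal left out in turn, with other choices for the principal components and the lists. Whether replicate numbers pair libraries was checked by the correlation of same-numbered libraries in their deviations from the group means. In AH versus PH sclera it was over 0.1 in all 4 pairs (0.404, 0.112, 0.140 and 0.363), which met the rule set before for a pairing. The sources used here give no litter, batch or day behind the numbers. AH and PH replicate 1 have the same form of library names and gave 0.529 in the retina and 0.543 in the choroid. Replicate 2, with different forms, gave -0.294 and -0.488, though replicate 3, with the same form, gave -0.145 in the choroid. Meeting the rule thus does not show that the numbers pair animals. Chosen after the data were seen were limma-voom and edgeR with the form of the library names as a term, and a covariate for the retinal share in edgeR. The name form was taken from 11 groupings of the animals that were compared with the fold changes of the paper's tables.

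The retinal share of a library is the median over 145 genes of its CPM divided by the mean CPM in the retina, times 100. The genes have a mean above 50 CPM in the retina and a minimum below 1/100 of it over the choroid libraries and over the sclera libraries. Counts drawn from each of the 12 retina libraries in turn were mixed into the sclera library of AH replicate 1 at 0, 5, 10 and 20% of its counts, with the genes and their retinal levels taken from the other 11. The share is a ratio of scaled CPM, a unit in which these mixtures hold a median of 0, 7.00, 13.5 and 23.9%, and it was read as a median of 0.252, 7.25, 13.6 and 23.4% (124 to 149 genes), so it lies above the percent of counts. A first rule, with the median over choroid and sclera libraries below 1/50, kept 21 genes.

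Planned marker scores, marker covariates and gene set tests were not run. The symbols come from tables of genes called in these libraries, so the members of a list that can be named here are chosen by the outcome.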

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

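Among the tests in this part, those of the retinal share on held-out genes, of the retinal part of the rise of single genes, and the models with the name form of the libraries or the retinal share as a term were chosen only after the result was seen.

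In 147 groups of 4 libraries with enough counts, the highest or lowest value was compared with the rest of its group, and in 9 groups it lay apart by more than the 5% limit of Dixon's ratio for 4 values. Chance gives such a gap in about 1 in 20 groups, or 7.35 of the 147. On PC1, the retina of PH replicate 3 lay at 112.3 and the other PH retinas at 117.1 to 117.8. AURKC stood at 0.969 CPM in the retina of AH replicate 1 and at 2.34 to 2.65 in the others. GSTK1 stood at 7.89 CPM in the choroid of AH replicate 2 and at 18.8 to 20.5 in the others. MYH1 stood at 437.2 CPM in the sclera of PH replicate 4 and at 147 to 176 in the others. VPREB3 stood at 1.52 CPM in the retina of AM replicate 2 and at 0.297 to 0.395 in the others. ENSCPOG00000034629 stood at 0.217 CPM in the choroid of AM replicate 4 against 0 to 0.0307, and at 0.226 CPM in the sclera of AM replicate 3 against 0 to 0.0135. ANGPT2 stood at 0.552 CPM in the retina of AH replicate 3 and at 1.00 to 1.09 in the others. With 9 gaps where chance gives 7.35, the gaps as a set are near what chance gives. Depth, counts of paralogs and a mislabelled sample were not tested for single gaps, and the design gives no condition that differs within a group, so no biological explanation was tested.

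The choroid of AH replicate 4 had a retinal share of 3.59%, where the other AH choroids had 0.570% to 1.04%. It is one of the libraries whose title and tissue field disagree. On PC1 it lay at -40.6, within the range of choroid libraries, and the retina of this animal lay at 114, within the range of retinas. Shares above 3.59% were found in other choroid libraries, among them PH replicate 2 (29.2%) and PH replicate 4 (11.6%), where at least 98.6% of held-out retina-abundant genes lay within 2 times of their level in the retina times the share. Retinal RNA in this library is a candidate explanation, and whether it came with the tissue or with the handling stays open.

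The scleral change minus the choroidal change in AH versus PH was 1.51 on the log2 scale for CNTN4, 1.93 for CYP26A1, 2.40 for KCNA4, 3.08 for PAX6 and 4.55 for RASGRF1, each past 0.05 when adjusted over the list alone. The difference in AM versus AH was -1.51 for CNTN4 and -1.76 for KCNA4. Over all genes, the adjusted P was under 0.05 for KCNA4 (0.0103) and RASGRF1 (0.0245) in AH versus PH and for none of the others. AH sclera replicates 2, 3 and 4 had retinal shares of 24.1%, 17.8% and 19.7%, and in these libraries at least 95.9% of held-out retina-abundant genes lay within 2 times of their level in the retina times the share. For CNTN4, KCNA4, LRRC4C, PAX6 and RASGRF1, the level in the retina of the same animal times the share, less the same product in PH sclera, gave a median of 78.5% of the rise of AH over PH sclera. Retinal RNA in AH sclera libraries may therefore account for part of the scleral change of these 5 genes. With the share as a covariate the scleral log2 fold change in AH versus PH went from 2.28 to 0.03 for PAX6 and from 1.61 to 1.50 for KCNA4, so whether retinal RNA is the source for KCNA4 stays open. Retinal RNA in PH choroid adds to the choroidal part in the other direction. For CYP26A1 the same calculation in the sclera gave 9.38% of the rise, which argues against retinal RNA as the source for this gene. Choroidal RNA in the AH sclera libraries cannot be told apart from a change of CYP26A1 in the sclera, since the same rule found 3 choroid-abundant genes, too few for a share. With the retinal share as a covariate, the difference was -1.26 for PAX6 in AH versus PH, where the adjustment over the list ranged from 0.0236 to 0.423 over the alternatives. For CNTN4 it was 1.08 (adjusted over the list alone 0.0610, range 0.00229 to 0.0610) in AH versus PH and -0.99 (0.0639, range 0.00229 to 0.0639) in AM versus AH. KCNA4 in both comparisons and RASGRF1 in AH versus PH stayed past 0.05 in the 18 alternatives run. The difference for CYP26A1 was no longer past 0.05 with limma-voom (1.41, adjusted over the list 0.149), the animal as a random block (1.40, 0.110), limma-voom with the name form (1.49, 0.115) or the retinal share as a covariate (1.58, 0.0810), nor without AH replicate 3 (1.15, adjusted 0.194), PH replicate 1 (1.63, 0.0759) or PH replicate 3 (1.95, 0.0541), over a range of 0.0123 to 0.194. That for PAX6 was lost with limma-voom (1.38, 0.423), the animal as a random block (1.43, 0.340) and limma-voom with the name form (2.05, 0.155), and without AH replicate 2 (2.94, 0.0998), AH replicate 3 (3.25, 0.0785), AH replicate 4 (2.86, 0.0781), PH replicate 2 (2.61, 0.136) or PH replicate 3 (3.10, 0.0856). A difference between strains that acts on the sclera and the choroid in different ways stays open and was not tested apart from retinal RNA.

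AM versus PH, a comparison in the paper's script that its text does not report, gave 23 DEGs at an adjusted P below 0.05 in the retina, 138 in the choroid and 128 in the sclera. Groups did not overlap in 841, 973 and 730 genes (5.37%, 6.21% and 4.66%), where chance gives 2.86%. Of the 35 ways to part these 8 animals, 2 gave as many genes in the retina, 4 in the choroid and 5 in the sclera, the real one included, so chance cannot be excluded in any of the 3 tissues. The 4 animals whose library names write the eye as OD or OS (AM replicates 1, 3 and 4 and PH replicate 1), set against the others, gave 681, 2608 and 3564 DEGs, more than the real groups. A term for the name form in edgeR gave 22, 192 and 129. Within the name forms there are 16 splits, of which 1 in the retina, 2 in the choroid and 3 in the sclera gave as many genes, and with 16 splits the share of the retina cannot come under 0.05. On this count, the strain and the other ways to part the animals within the name forms cannot be told apart. The number in the retina was 15 and 14 without AM replicates 3 and 4 and 13, 11 and 13 without PH replicates 2, 3 and 4. That in the choroid was 48, 63, 44 and 279 without AM replicates 1, 2, 3 and 4 and 806, 54 and 68 without PH replicates 1, 2 and 4. In the sclera it was 33, 582, 41 and 39 without AM replicates 1, 2, 3 and 4 and 1598, 297, 45 and 45 without PH replicates 1, 2, 3 and 4. AM and PH animals differ in both strain and refraction, and these biological differences stay open and untested.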

How the results depend on the processing

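In this part, limma-voom and edgeR with the name form of the libraries and edgeR with the retinal share as a covariate were chosen only after the result was seen, and the other alternatives were not.

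Of 70 values of single genes, 38 were past an adjusted P of 0.05. All 38 kept their direction in the alternatives run, and 13 stayed past the threshold in each of them. Of the 32 that were not past it, 11 passed in at least one alternative, and 5 changed sign in 17 cases. RLE size factors kept all 21 numbers of DEGs within 1.5 times and all 70 single values on their side of the threshold. The numbers of genes past a mean count and the shares of PC1 and PC2 in the 14100 genes with a mean log2 CPM of at least 0 also kept within their limits. The cause was not tested for any change below.

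With DESeq2, adjusted P values below 0.05 were found in AH versus PH for 34, 1019 and 1630 genes in the retina, choroid and sclera, in AM versus AH for 2, 31 and 311, and in AM versus PH for 46, 742 and 491.

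With limma-voom, the number at the adjusted P was 163 in AH versus PH choroid, 0 in AM versus AH retina (19 genes at an unadjusted P below 0.05, against 1 gene past the adjusted P by edgeR and 2 by DESeq2), and 13 and 235 in AM versus PH retina and sclera. At a log2 fold change of 1.2 it was 90 and 717 in AH versus PH retina and choroid and 9 and 42 in AM versus AH, and at a 1.2-fold change 19 and 141 in AM versus AH retina and choroid. Down-regulated genes shared in AH versus PH were 16 for retina and choroid and 12 for retina and sclera. Among AM versus AH lists, 2 up-regulated genes were common to all tissues, 6 down-regulated genes to choroid and sclera and 0 to retina and sclera. The scleral correlation of the 2 comparisons was -0.55.

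With each tissue fitted alone, which leaves 12 libraries in a fit, the numbers were 26, 64 and 25 in AH versus PH, 0 and 0 in AM versus AH retina and sclera (edgeR, 91 and 1217 genes at an unadjusted P below 0.05, against 0 and 72 by limma-voom and 2 and 311 by DESeq2), and 43, 41 and 5 in AM versus PH. At a 1.2-fold change AH versus PH retina gave 770, and at a log2 fold change of 1.2 AM versus AH choroid gave 139. The filter on a mean count above 5 in the tissue, also fitted by tissue, gave 32, 53 and 20, then 0 and 0 (116 and 1282 at an unadjusted P below 0.05), and 45, 38 and 5, with 861 and 112 at a 1.2-fold change in the retina for AH versus PH and AM versus AH.

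Without a filter, a log2 fold change of 1.2 gave 364 and 1587 genes in AH versus PH retina and sclera and 153, 520 and 1354 in AM versus AH, and a 1.2-fold change gave 1.7e+02 and 645 in AM versus AH retina and choroid. With the animal as a random block, the numbers at the adjusted P were 158 in AH versus PH choroid, 0 and 34 in AM versus AH retina and sclera and 276 in AM versus PH sclera. Under the block, the log2 fold change of 1.2 gave 94 and 672 in AH versus PH retina and choroid and 7 and 37 in AM versus AH, and the 1.2-fold change 18 and 154. Over the 36 pairs of same-numbered libraries, the correlations of their deviations ran from -0.620 to 0.543, and in no comparison but AH versus PH sclera were all 4 over 0.1. There the replicate block gave 836 genes at the adjusted P. No source used here gives a pairing behind the numbers in any comparison, and the replicate block gave 211 in AM versus PH sclera. Of the 70 values of single genes over all comparisons, the replicate block left 68 on their side of the threshold, with 1 call lost and 1 gained. Leaving out the libraries with conflicting labels gave 0 and 39 in AM versus AH retina and sclera, with fewer libraries in the fit.

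With the name form in limma-voom, the numbers at the adjusted P were 11 and 1236 in AH versus PH retina and sclera, 0 and 120 in AM versus AH and 13 and 248 in AM versus PH retina and choroid. At a log2 fold change of 1.2 they were 100 in AH versus PH retina and 14 and 62 in AM versus AH retina and choroid, and at a 1.2-fold change 33 and 189. Down-regulated genes shared by retina and sclera were 13 in AH versus PH and 2 in AM versus AH, and 2 up-regulated genes were common to all tissues in AM versus AH. The log2 fold change in AM versus AH choroid was 0.48 for VPREB3 and -0.35 for ENSCPOG00000034629. Coding the other name form as the term gave 108, 935 and 1027 genes at a log2 fold change of 1.2 in AH versus PH and 10, 56 and 674 in AM versus AH, with the same fold changes. At the adjusted P this coding gave 12, 307 and 977 in AH versus PH, 0, 0 and 70 in AM versus AH (by limma-voom, 26 and 177 genes at an unadjusted P below 0.05 in retina and choroid, where edgeR gave 1 and 0 and DESeq2 2 and 31) and 13, 213 and 163 in AM versus PH. The name form in edgeR gave, for AH versus PH sclera, 1306, and the AM versus AH choroid values of the 2 genes were 0.16 and -0.12.

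With the retinal share as a covariate, AH versus PH choroid gave 206 genes at the adjusted P and AM versus PH choroid 72. At a log2 fold change of 1.2, AH versus PH choroid and sclera gave 706 and 683 and AM versus AH sclera 388, with 952 at a 1.2-fold change. The scleral correlation was -0.53. The log2 fold change of PAX6 in AM versus AH sclera was 0.082 and that of ENSCPOG00000034629 in AM versus AH choroid -0.034, where the animal as a random block gave -0.090. The scleral minus the choroidal change was -0.41 for LRRC4C and -1.26 for PAX6 in AH versus PH and 1.23 for PAX6 in AM versus AH.

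Ranking by log2 fold change alone, the up-regulated lists in AM versus AH shared 19 genes for retina and choroid, 10 for retina and sclera and 4 for all tissues, and the down-regulated lists 22 for retina and choroid, 20 for choroid and sclera and 2 for retina and sclera. Without scaling of genes, PC1 held 68.5% and PC2 12.1%. Over the 4661 genes at an unadjusted P below 0.05 in either comparison, the scleral correlation was -0.71.

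With each animal left out in turn, the lowest and highest numbers at the adjusted P were 12 and 19, 101 and 805, and 111 and 2038 in AH versus PH, 0 and 1 and 3 and 271 in AM versus AH retina and sclera (0 in the choroid throughout by edgeR), and 11 and 32, 44 and 806, and 33 and 1598 in AM versus PH. At a log2 fold change of 1.2 they were 129 and 224, 838 and 1283, and 759 and 1302 in AH versus PH and 33 and 140, 150 and 498, and 543 and 1085 in AM versus AH. At a 1.2-fold change they were 281 and 875, 1801 and 2448, and 2173 and 4681 in AH versus PH and 43 and 206, 204 and 1186, and 1094 and 2390 in AM versus AH. Shared down-regulated genes in AH versus PH ran from 5 to 11 for retina and choroid, 11 to 40 for choroid and sclera, 14 to 22 for retina and sclera and 3 to 9 for all tissues. Those in AM versus AH ran, for up-regulated genes, from 8 to 11, 20 to 48, 3 to 7 and 1 to 2, and down-regulated genes from 8 to 36, 3 to 22, 0 to 16 and 0 to 9. All these numbers of genes leave out only the 8 animals of the comparison itself. The scleral correlation, with any of the 12 animals left out, ran from -0.69 to -0.47.

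The log2 fold change of ENSCPOG00000034629 in AM versus AH retina was 0.01, 0.11 and 0.04 without AH replicate 1, AH replicate 2 and AM replicate 2 and lowest, at -0.66, without AH replicate 4. In the choroid it was -1.78 without AM replicate 4 and highest, at 2.60, without AH replicate 4. That of VPREB3 in AM versus AH choroid was 0.16 without AH replicate 1 and 0.11 without AM replicate 4, and lowest, at -0.38, without AH replicate 2. CYP26A1 in AH versus PH choroid was -0.07, -0.01, -0.18 and -0.06 without AH replicate 1, AH replicate 3, PH replicate 2 and PH replicate 3. The difference between sclera and choroid for LRRC4C in AH versus PH passed 0.05 without AH replicate 4 (1.65, adjusted over the list 0.0483, range 0.0329 to 0.487), and that for RASGRF1 in AM versus AH passed it in 7 of the 18 alternatives, which were DESeq2 (-2.23, 0.0485), the replicate block (-2.42, 0.0431), the animal as a random block (-3.28, 0.0495), without the libraries with conflicting labels (-4.61, 0.000560), limma-voom with the name form (-3.19, 0.0396), the retinal share as a covariate (-2.22, 0.00414) and without AH replicate 4 (-4.58, 0.00115), over a range of 0.000560 to 0.301. Without the libraries with conflicting labels, that for LRRC4C passed it in AH versus PH (1.68, 0.0329) and in AM versus AH (-1.44, 0.0496, range 0.0496 to 0.543).

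Depth limits the values of genes with few counts, such as VPREB3 in AM sclera (8 counts) and ENSCPOG00000034629 in AH choroid (11) and AM sclera (11). For these, the interval from counting is wide before any spread between animals is added.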

Differences from the paper's values

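In this part, limma-voom and edgeR with the name form of the libraries and edgeR with the retinal share as a covariate were chosen only after the values were seen. The other alternatives were set before the data were examined, and those not listed under a value still differed from the paper's. A value said not to differ lay within a tolerance of the paper's and need not equal it.

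At the threshold found in the paper's Tables S1 and S5, an absolute log2 fold change of at least 1.2 (the text gives a 1.2-fold change), the paper's number of DEGs in AH versus PH retina is 100 and the value here 168. It did not differ with limma-voom, with the animal as a random block, or without AH replicate 2 or PH replicate 4. The paper's number of down-regulated genes among them is 67 and the value here 113, which did not differ with limma-voom, each tissue fitted alone, the animal as a random block, or without AH replicate 2 or PH replicate 4. For AM versus AH retina at this threshold, the paper's number is 14 against 39 here, and none of the alternatives set before came within its range, while the paper's down-regulated number is 1 against 20 here, which did not differ with limma-voom or the animal as a random block. The AM versus AH choroid had, at this threshold, 223 genes against the paper's number of 62, which did not differ with limma-voom.

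At an adjusted P below 0.05, the paper's numbers come from the script output in its supplement. The paper's number for AH versus PH retina is 11 against 17 here, which did not differ with limma-voom, the animal as a random block, or without AH replicates 1, 2 or 3 or PH replicates 1, 2, 3 or 4. For AH versus PH sclera the paper's number is 1236 against 722 here. Within the tolerance, though not equal, were DESeq2 (1630) and the replicate block (836). So were the fits without AH replicate 1 or PH replicate 2. For AM versus AH retina the paper's number is 0 against 1 here (62 genes at an unadjusted P below 0.05 by edgeR, 2 DEGs by DESeq2), which did not differ with limma-voom, each tissue fitted alone, the filter on a mean count above 5, the animal as a random block, without the libraries with conflicting labels, or without AH replicates 1, 2, 3 or 4 or AM replicates 3 or 4. For AM versus AH sclera the paper's number is 120 against 60 here, which did not differ without AM replicate 2 or AM replicate 3. For AM versus PH retina the paper's number is 13 against 23 here, which did not differ with limma-voom, the animal as a random block, or without AM replicates 1, 3 or 4 or PH replicates 2, 3 or 4. For AM versus PH choroid the paper's number is 248 against 138 here, which did not differ without AM replicate 4.

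Among the lists of the top 1%, the paper's number of down-regulated genes shared by retina and sclera in AH versus PH is 13 against 20 here, which did not differ with limma-voom or without AH replicate 2, AH replicate 4, PH replicate 1 or PH replicate 3. The paper's number of up-regulated genes common to all tissues in AM versus AH is 2 against 1 here, which did not differ with limma-voom or without AH replicate 2, AH replicate 3, AM replicate 3 or AM replicate 4. The paper's number of down-regulated genes shared by retina and sclera in AM versus AH is 2 against 1 here, which did not differ with genes ranked by log2 fold change alone or without AM replicate 1.

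For CYP1A1 in AH versus PH, the paper's log2 fold change in the choroid is -9.14 against a fitted -12.13 here, with 0 counts in AH, so that the fitted value depends on the prior count and the bound is at least 767.9-fold lower. It did not differ with limma-voom or the animal as a random block. The paper's log2 fold change of CYP1A1 in the sclera is -7.41 against -9.74 here, on 1 count in AH, which did not differ with limma-voom or the animal as a random block. For ENSCPOG00000037170 in AH versus PH sclera, the paper's log2 fold change is 10.17 against a fitted 12.86 here, on 0 counts in PH and thus at least 865-fold higher, which did not differ with limma-voom, DESeq2 or the animal as a random block. For ANGPT2 in AM versus AH retina, the paper's log2 fold change is 3.53 against 4.61 here. Within the tolerance were limma-voom, the animal as a random block and the fit without AM replicate 4. Leaving out any animal of this comparison gave 4.15 or more.

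With limma-voom and the name form as a term, chosen after seeing the values, none of the 18 values above differs, and it drops 0 of the 100, 920, 1050, 14, 62 and 728 entries of Tables S1 and S5. With the other name form coded as the term, the fold changes were the same but 2 of the values differ, with 70 genes at the adjusted P in AM versus AH sclera against the paper's 120, and 0 down-regulated genes at a log2 fold change of 1.2 in AM versus AH retina against the paper's 1 (by limma-voom, 26 genes at an unadjusted P below 0.05, where edgeR gave 20 down-regulated genes). The grouping by name form was picked from 11 that were compared with the fold changes of these tables, which do not depend on the coding. Its largest difference from the 2874 fold changes was 1.71e-05, where no grouping gave 2.18 and the others 0.849 to 3.08. With edgeR and the name form, also chosen after seeing the values, AH versus PH sclera gave 1306 genes and AM versus PH choroid 192. These were within the tolerance of the paper's 1236 and 248, though not equal. This model drops 23, 98, 192, 8, 21 and 178 of these entries. The retinal share as a covariate, chosen after seeing the values, brings CYP1A1 in the choroid within the paper's value and drops 28, 482, 562, 8, 21 and 490 of these entries, where the model used here drops 29, 146, 288, 8, 21 and 130. The paper's methods name a batch term. Of the groupings compared, only the name form gave the fold changes of the paper's tables, which argues against the others as this term. That the name form marks its batches is not stated in the sources used here.

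The paper names TXNDC11 among the up-regulated genes common to all tissues in AH versus PH, and here it ranked 239, 100 and 294 in retina, choroid and sclera, where the lists hold 157 genes. It ranked 68, 78 and 60 with limma-voom and the name form, chosen after seeing the values. ZNF667 and AURKC were in all 3 lists here too. The paper names ATP6V0D2 and KMO among the down-regulated genes common to all tissues, and here ATP6V0D2 ranked 171 in the sclera and KMO 398 in the choroid. With limma-voom both were in all 3 lists, as were CYP1A1 and KLK4 with edgeR. The paper names BTC as up-regulated in all tissues in AM versus AH, and here it ranked 409 in the retina and 325 in the choroid. With limma-voom it ranked 86 and 48. For ENSCPOG00000034629, which the paper places among the down-regulated genes of several tissue pairs, the ranks here were 2356 in the retina, 14298 in the choroid and 94 in the sclera. Its ranks with limma-voom and the name form, chosen after seeing the values, were 103, 3998 and 67. VPREB3 was in the lists of the retina (152) and the sclera (136) here.

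In 30 of the 36 libraries, the total of counts on genes was above the upper end of the range that the paper gives for read pairs per library. How the totals come to exceed the stated depth was not tested.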

Other observations

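Among the tests in this part, those of the retinal share on held-out genes, of skeletal muscle genes and of the name form of the libraries were chosen only after the result was seen.

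For the numbers of DEGs, the 8 animals of each comparison were parted into 4 and 4 in all 35 ways and refitted. In AH versus PH, 3, 3 and 6 splits gave as many genes at the adjusted P in the retina, choroid and sclera. These counts include the real split. At a log2 fold change of 1.2 they were 6, 3 and 2. From these splits, which ignore the name form of the libraries, chance cannot be excluded for any of these numbers. In the splits within the name forms, given below, the real split came first in the retina and choroid. In the sclera it came first at the log2 fold change threshold alone. In AM versus AH the splits were 8 in the retina and 6 in the sclera at the adjusted P and 34, 22 and 4 at the log2 fold change, and chance cannot be excluded. In the choroid the real number at the adjusted P is 0 by edgeR (355 genes at an unadjusted P below 0.05, against 0 at the adjusted P by limma-voom and 31 by DESeq2), so all 35 splits have as many by construction and the count tests nothing. For the genes common to the top 1% of all tissues, no other split gave as many as the 11 up-regulated genes of AH versus PH (1 of 35). That is the smallest share these splits can give. It is not adjusted over the tests, and the splits ignore the name form, so it argues against chance without excluding it. Chance cannot be excluded for the down-regulated genes of AH versus PH (11 of 35) or for the up-regulated gene of AM versus AH (34). The down-regulated genes common to all tissues in AM versus AH number 0 by edgeR and by limma-voom, so that all 35 splits have as many by construction, and chance was not tested there.

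In AH versus PH, the splits with the most genes put the 3 animals whose library names write the eye as OD or OS together. AH replicates 1 and 2 with PH replicates 1 and 3 against the others gave 409 genes in the retina and 4647 in the choroid, and AH replicates 1, 2 and 4 with PH replicate 1 gave 1574 in the sclera. In AM versus AH, where 5 animals have such names, AH replicates 1 and 2 with AM replicates 1 and 4 gave 29 in the retina and AH replicates 1 and 2 with AM replicates 3 and 4 gave 2103 in the choroid, each with 4 of the 5. AH replicate 1 with AM replicates 1, 2 and 4, with 3 of the 5, gave 759 in the sclera. With the name form as a term in edgeR, AH versus PH gave 21, 494 and 1306 DEGs. Within the name forms there are 30 splits. At the adjusted P, the real split of AH versus PH gave the most genes in the retina and choroid (1 of 30 each). That is the smallest share that 30 splits can give. It is not adjusted over the tests and rests on a model chosen later, so it argues against chance without excluding it. Chance stays open there for the sclera (2 of 30). In the same model, the real split gave 180, 1217 and 1179 genes at the log2 fold change threshold in retina, choroid and sclera. The highest numbers of the other splits were 109, 842 and 1153, so the sclera was 1 of 30 there too. Whether the real split came first in the sclera thus depends on the threshold. For AM versus AH, with 1, 0 and 71 DEGs in that model, chance cannot be excluded in the retina and the sclera (6 and 2 of 30), and the 0 in the choroid (356 genes at an unadjusted P below 0.05) leaves nothing to test, as all 30 splits have as many. A difference between the name forms as the cause of the DEGs in AH versus PH sclera is argued against by the 99.4% of the 722 genes that were called again with the name form as a term. What the name form stands for stays open, and the strain difference is the biological explanation that the design gives, untested apart from these splits.

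The mean level of retina-abundant genes was higher in AH than in PH sclera and lower in AH than in PH choroid, where the retinal shares of the animals overlapped (exact permutation P = 0.486 and 0.200). In AH sclera replicates 2 to 4, at least 95.9% of the held-out retina-abundant genes lay within 2 times of their retinal level times the share of the library, and in PH choroid replicates 2 to 4 at least 98.6%. For these genes, the pattern is consistent with retinal RNA in the libraries, and 91 of the 145 genes that set the share are in the paper's tables. The level in the retina was above 8 times that in PH sclera for 71 of the 275 genes up-regulated in AH sclera (833 of all 15675 genes), above 8 times that in AH choroid for 183 of the 346 down-regulated there (1152 of all) and above 8 times that in AM sclera for 14 of the 18 down-regulated in AM versus AH sclera (832 of all). Retinal RNA does not cover all DEGs of AH versus PH, since 14 of the 275 genes up-regulated in AH sclera had a lower level in the retina than in PH sclera, and 73 of the 346 genes down-regulated in AH choroid had a lower level in the retina than in AH choroid. For the 18 genes of AM versus AH sclera this stays open. Of the 145 genes that set the share, 0 were among the 275, 5 among the 346 and 0 among the 18. With the share as a covariate, 515 of the 722 scleral and 180 of the 380 choroidal DEGs of AH versus PH were called again, and 29 of the 60 scleral DEGs of AM versus AH. Whether the retinal RNA reflects dissection, or a difference between strains in how the tissues part, was not tested.

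Skeletal muscle genes were lower in AH than in PH sclera. Of 28 genes on the list, 22 carry a symbol here, all 22 were lower, 12 were called, and the median log2 fold change was -2.13. Their median pairwise correlation over the 12 sclera libraries was 0.816. Muscle tissue in the PH sclera libraries and a lower expression in AH sclera cannot be told apart, since the genes carry symbols only through tables of genes called in these libraries. Among them, TNNT3 stood at 603 CPM and MYH1 at 228 CPM in PH sclera.

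CYP26A1, which the paper followed by in situ hybridization in all tissues, had a log2 fold change of -0.65 in AH versus PH retina (SE 0.522, adjusted P = 1, 10.2 ± 3.65 and 15.9 ± 2.08 CPM) and 0.09 in the choroid (SE 0.519, adjusted P = 0.987, 30.2 ± 10.0 and 28.3 ± 16.6 CPM). The choroidal value was -0.07, -0.01, -0.18 and -0.06 without AH replicate 1, AH replicate 3, PH replicate 2 and PH replicate 3. For CYP26A1 in AM versus AH they were -0.47 in the retina (SE 0.522, adjusted P = 1, 7.35 ± 1.62 CPM in AM) and -0.77 in the choroid (SE 0.522, adjusted P = 1, 17.7 ± 5.81 CPM in AM).

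In the sclera, the correlation across genes of AH versus PH and AM versus AH, which share the AH libraries, was -0.62. Computed on mean log2 CPM it was -0.55, and 43 of 100 random groupings of the 12 sclera libraries gave a value as low (median -0.50). In 20 simulations without a difference between groups the mean was -0.50 (-0.53 to -0.47). AM versus PH and AH versus PH, which share the PH libraries, had a correlation of 0.54. Across libraries of the same tissue, the highest correlation of any 2 was 0.996, and 0 pairs of libraries were identical.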
